# The homing of exogenous hair follicle mesenchymal stem cells into hair follicle niches

**DOI:** 10.1172/jci.insight.173549

**Published:** 2023-12-22

**Authors:** Kaitao Li, Fang Liu, Ye He, Qian Qu, Pingping Sun, Lijuan Du, Jin Wang, Ruosi Chen, Yuyang Gan, Danlan Fu, Zhexiang Fan, Bingcheng Liu, Zhiqi Hu, Yong Miao

**Keywords:** Dermatology, Stem cells, Chemokines, Skin, Stem cell transplantation

## Abstract

Hair loss is a debilitating condition associated with the depletion of dermal papilla cells (DPCs), which can be replenished by dermal sheath cells (DSCs). Hence, strategies aimed at increasing the populations of DPCs and DSCs hold promise for the treatment of hair loss. In this study, we demonstrated in mice that introduced exogenous DPCs and DSCs (hair follicle mesenchymal stem cells) could effectively migrate and integrate into the dermal papilla and dermal sheath niches, leading to enhanced hair growth and prolonged anagen phases. However, the homing rates of DPCs and DSCs were influenced by various factors, including recipient mouse depilation, cell passage number, cell dose, and immune rejection. Through in vitro and in vivo experiments, we also discovered that the CXCL13/CXCR5 pathway mediated the homing of DPCs and DSCs into hair follicle niches. This study underscores the potential of cell-based therapies for hair loss by targeted delivery of DPCs and DSCs to their respective niches and sheds light on the intriguing concept that isolated mesenchymal stem cells can home back to their original niche microenvironment.

## Introduction

Hair loss, also known as alopecia or baldness, occurs when there are disruptions in the hair production cycle. It is characterized by shortened anagen phases and prolonged telogen phases of hair follicles (HFs), along with a gradual reduction in HF size (1–4). Although medication and hair transplantation are the mainstay treatments for hair loss (5–7), their effectiveness is limited. Medication works for certain patients only (8, 9) and may cause adverse effects, such as erectile dysfunction, skin rash, and itching (10–13). Hair transplantation, on the other hand, is hindered by the availability of donor hair grafts (14). Given these limitations, there is an urgent need to explore innovative therapeutic approaches for hair loss.

The dermal portion of an HF consists of 2 compartments: the dermal papilla (DP) and the dermal sheath (DS), both of which collectively house HF mesenchymal stem cells (hfMSCs). The progressive depletion or atrophy of dermal papilla cells (DPCs) is strongly associated with hair loss (15). Located at the base of the HF, the DP lies within a unique tissue surrounded by epithelial matrix cells. Studies have shown a positive correlation between the size of the DP and the dimensions of the follicle during the anagen phase (16). DPCs provide the instructive signals necessary for activating epithelial progenitors and orchestrating the fate of the HF, including the transition from anagen to telogen (17, 18). Consequently, DPCs are vital elements for regenerating and promoting hair growth. The DS, which encircles the outer layer of the HF, represents another dermal compartment. During the anagen phase, dermal sheath cells (DSCs) can be recruited to replenish DPCs and promote hair growth and cycling (19). Therefore, augmenting the numbers of DPCs and DSCs represents a promising therapeutic strategy for hair loss.

Stem cell therapy has emerged as a widely used approach for treating various diseases, and the therapeutic outcome depends on the efficient homing of transplanted cells that can self-renew and differentiate into niche cells essential for stem cell function (20–22). DPCs and DSCs are readily accessible and abundant sources of autologous cells containing numerous mesenchymal stem cells (MSCs) (23, 24), which suggests transplantation of these cells may be a promising therapeutic strategy for hair loss. However, the homing behavior of these cells has yet to be systematically investigated. The aims of this study were to investigate the homing phenomenon of exogenous DPCs and DSCs into HF niches and identify the pathway responsible for their migration. The results of this study will serve as a foundation for developing cell-based therapies for hair loss and reveal the remarkable capacity of MSCs to home back to their original niches.

## Results

### Exogenous hfMSCs migrate to HF niches and express niche cell markers.

To investigate the ability of exogenous hfMSCs to home to their niches in the HF, we initially expanded DPCs and DSCs derived from vibrissa follicles of 5- to 6-week-old EGFP-transgenic mice up to passage 3. Immunostaining experiments demonstrated that DPCs expressed the DPC markers alkaline phosphatase, neural cell adhesion molecule (NCAM), lymphoid enhancer-binding factor 1, and leptin receptor, as well as the stem cell marker SRY-box transcription factor 2 (SOX2). Similarly, DSCs exhibited high expression of the DSC markers smooth muscle actin (α-SMA) and NCAM, along with SOX2 (Figure 1A and Supplemental Figure 2A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.173549DS1). Flow cytometry analysis showed that both DPCs and DSCs expressed the MSC-positive markers CD90, CD29, CD44, and stem cell antigen-1, and they weakly expressed the MSC-negative marker CD45 (Supplemental Figure 1B) (25). These findings suggested that DPCs and DSCs at passage 3 retained their identity and exhibited MSC properties.

Subsequently, we injected either DPCs or DSCs into the shaved dorsal skin of adult NOD/SCID mice and analyzed them 2 weeks later. Our results revealed that some of the exogenous DPCs and DSCs integrated into the DS follicle niche, which expressed the DSC markers NCAM and α-SMA. However, we did not observe any exogenous DPCs or DSCs within the DP of the shaved recipient area (Figure 1, B–D).

### Depilation enhances the migration of exogenous hfMSCs to HF niches.

A previous study has reported that depilation increases the recruitment of exogenous skin-derived precursors (SKPs) to HF niches (26). Inspired by this, we investigated if hfMSCs exhibit similar characteristics. To test this hypothesis, we depilated or shaved the dorsal skin of NOD/SCID mice before injecting DPCs and DSCs. Our results demonstrated that several DPCs and DSCs integrated into the DP and DS follicle niches in depilated mice, whereas neither DPCs nor DSCs integrated into the DP follicle niche in shaved mice. The depilated group not only had more follicles containing exogenous cells but also exhibited a higher number of homing cells compared with the shaved group (Figure 1, E and F). Further analysis revealed that exogenous DPCs and DSCs within the DP follicle niche expressed the DPC marker alkaline phosphatase (Supplemental Figure 2B). Last, we monitored the mice for up to 6 months and found that the homing DPCs and DSCs persisted within HF niches throughout the entire period (Figure 2A). Additionally, immunostaining revealed the presence of SOX2^+^EGFP^+^ cells within these HF niches (Supplemental Figure 2C). These findings suggest that homing DPCs and DSCs not only remain within the HF niche but also acquire specialized functions of niche cells.

To investigate whether depilation alters the homing behavior of exogenous DPCs and DSCs by affecting the HF cycle, we injected DPCs or DSCs into shaved NOD/SCID mouse dorsal skin at both the anagen and telogen stages without applying any extra mechanical depilation stimulation. Surprisingly, our results showed that DPCs and DSCs were only integrated into the DS follicle niche of the shaved mice in both groups, with no detectable integration into the DP. Furthermore, there was no significant difference in the number of follicles containing exogenous DPCs and/or DSCs (hereafter, DPCs/DSCs) or the number of homing DPCs/DSCs between both groups (Supplemental Figure 3). These findings suggest that anagen and telogen stages have limited impact on the migration behavior of DPCs and DSCs. Therefore, we speculate that depilation induces the homing of exogenous DPCs and DSCs through mechanical stimulation rather than by altering the HF cycle.

### Exogenous hfMSCs promote HF growth via homing to HF niches.

In consideration of the known correlation between DP size and follicle size (27), we investigated the potential of exogenous DPCs and DSCs to stimulate hair regeneration by homing to DP and DS niches. To address this, we administered injections of exogenous DPCs, exogenous DSCs, or PBS into adult NOD/SCID mice and analyzed the subsequent effects at 1, 14, and 21 days after injection. HFs in the DPC and DSC groups exhibited more robust growth than those in the PBS group (Figure 2, B and C). Additionally, HFs containing exogenous cells had the largest diameter and most prolonged anagen phase, followed by HFs encircled by exogenous cells (Figure 2, D and E). Notably, 12 days after depilation, mice in the DPC and DSC groups had a higher percentage of guard and awl or auchene hairs as well as a lower percentage of zigzag hairs, suggesting a more favorable hair type distribution compared with the PBS group (Figure 2F).

To eliminate potential confounding effects resulting from signaling molecules secreted by fibroblasts after injection, we incorporated an additional group of adult NOD/SCID mice that were injected with non-DPC, non-DSC dermal fibroblasts, in addition to those receiving exogenous DPCs and DSCs. The DPC and DSC groups exhibited enhanced hair growth compared with the fibroblast group. Specifically, at the 12-day time point after injection, mice in the DPC and DSC groups had a higher percentage of guard and awl or auchene hairs, coupled with a lower percentage of zigzag hairs, when compared with the fibroblast group (Supplemental Figure 4A). These results suggest that DPCs and DSCs elicit more potent stimulation of hair growth than do non-DPC, non-DSC dermal fibroblasts.

On day 14, we collected skin samples (Figure 3A) and conducted immunostaining for the hair growth marker β-catenin (28) and proliferation marker Ki67. These experiments revealed that HFs containing homing cells expressed the highest levels of β-catenin and Ki67, followed by HFs surrounded by exogenous DPCs/DSCs. In contrast, HFs in the PBS group had the least expression. Notably, there were no significant differences in the expression of the apoptosis marker caspase-3 among the 3 groups (Figure 3, B and C). These results indicate that exogenous DPCs and DSCs primarily promote hair growth by homing to HF niches, stimulating cell proliferation rather than reducing apoptosis.

### Cell passage, immunological response, and cell dose affect the homing behavior of exogenous hfMSCs.

Serial passage is a common technique used to expand stem cells, but the migration ability and function of these cells may decline with increased passage (29). In this study, we evaluated the effects of serial passage on the homing behavior of DPCs and DSCs. We injected DPCs and DSCs at passages 3, 6, and 9 into the dorsal skin of adult NOD/SCID mice and analyzed the results after 2 weeks. Compared with cells at passage 3, DPCs and DSCs at passage 6 had fewer homing cells within HF niches, whereas those at passage 9 had the fewest homing cells (Figure 4, A–D).

To further investigate whether the dose of transplanted cells affected their homing behavior, we injected DPCs/DSCs into depilated NOD/SCID mouse dorsal skin at doses of 1 × 10^5^, 1 × 10^6^, and 2 × 10^6^ cells and analyzed the results after 2 weeks. Remarkably, the number of follicles containing exogenous DPCs/DSCs and the integration of exogenous DPCs/DSCs into the HF niches were positively correlated with the transplanted cell doses (Figure 5, A and B).

To examine the potential influence of immunological rejection on the homing of exogenous DPCs/DSCs into HF niches, we injected these cells into depilated C57BL/6J mice and NOD/SCID mice dorsal skin and compared the results. Our analysis revealed a significant reduction in the number of follicles containing exogenous DPCs/DSCs and the number of exogenous DPCs/DSCs that integrated into the HF niches within the C57BL/6J mouse group when compared with the NOD/SCID mice (Figure 5, C and D).

To gain further insights, we performed immunofluorescence staining using specific markers for macrophages (F4/80), T cells (CD4, CD8), and inflammatory factors (IL-6, TNF-α). There was a remarkable increase in the abundance of these immune cell populations and inflammatory factors surrounding the injected cells in the C57BL/6J mouse model, which starkly contrasted with the observations made in the NOD/SCID mouse model (Supplemental Figure 2E). Additionally, our analysis detected a noteworthy elevation in the number of apoptotic cells (caspase-3^+^) within the injected cell population in the C57BL/6J mice, relative to that observed in NOD/SCID mice (Supplemental Figure 2D). These findings suggest that immunological rejection compromises the migratory capabilities of DPCs and DSCs.

To further validate the effect of immunological rejection on the homing of DPCs/DSCs, we established an immunosuppressive model in C57BL/6J mice via i.p. injection of dexamethasone (30). Flow cytometry analysis revealed that dexamethasone treatment resulted in a significant decrease in the numbers of CD3^+^ T cells, CD3^+^CD4^+^ T cells, and CD3^+^CD8^+^ T cells in the blood of C57BL/6J mice (Figure 6A). Subsequently, we transplanted DPCs/DSCs into the depilated dorsal skin of both dexamethasone-treated and vehicle-treated C57BL/6J mice. We observed a marked increase in the number of follicles containing exogenous DPCs/DSCs as well as in the number of exogenous DPCs/DSCs integrated into the HF niches in dexamethasone-treated mice compared with those in vehicle-treated mice (Figure 6, B and C). These findings support the notion that immunological rejection impairs the homing ability of exogenous DPCs/DSCs into HF niches.

### The molecular mechanisms underlying the effects of cell passage on homing rates.

To uncover the molecular mechanisms underlying the difference in homing rate between low-passage (passage 3) and high-passage (passage 9) DPCs/DSCs, we conducted a global gene expression analysis, comparing gene expression between these cell types (Gene Expression Omnibus [GEO] GSE236091). Our Spearman’s rank correlation analysis showed that gene expression profiles between low-passage DPCs and low-passage DSCs were very similar, with intersample correlations of 0.97, whereas the sample correlations between low-passage and high-passage DPCs/DSCs were relatively different, ranging from 0.86 to 0.95 (Figure 7A).

Our analysis of differential gene expression revealed that the expression of 363 genes was upregulated (230 genes; Supplemental Table 4) or downregulated (133 genes; Supplemental Table 5) at least 4-fold in high-passage DPCs/DSCs. Cluster analysis showed that low-passage DPCs/DSCs were more related to each other than to high-passage DPCs/DSCs. The upregulated genes included inhibitors of the Wnt (*Sfrp1*, *Axin2*) and BMP pathways (*Ranbp3l*), as well as inhibitors of cell proliferation and stem cell differentiation (*Mmp3*, *Crmp1*, *Dach1*). The downregulated genes included several genes that regulate cell stemness (*Nfatc2*, *Cdh3*, *L1cam*, *Jag1*; Figure 7B). Therefore, the reduction of homing rates in high-passage DPCs/DSCs may be associated with the inhibition of the Wnt and BMP pathways and inactivation of genes that regulate cell stemness and proliferation.

Subsequently, we performed gene ontology and Kyoto Encyclopedia of Genes and Genomes pathway enrichment analysis of the differentially expressed genes between low-passage and high-passage DPCs/DSCs. The gene ontology enrichment analysis predominantly categorized differentially expressed genes as being involved in ossification, osteoblast differentiation, homophilic cell adhesion, and regulation of the reproductive process (Figure 7C). The Kyoto Encyclopedia of Genes and Genomes pathway enrichment primarily identified the calcium signaling, breast cancer, and extracellular matrix–receptor interaction pathways (Figure 7D).

Furthermore, we applied gene set enrichment analysis to determine the biological pathways that contributed to the phenotypic differences between low-passage and high-passage DPCs/DSCs. Remarkably, the results demonstrated enrichment of genes related to the cell cycle and pathways relevant to stem cell phenotypes, including the PLK1, Wnt, Myc, FOXM1, EIF, MCM, GH, and RAC1 pathways (Figure 7E). Consequently, on the basis of these findings, we propose that the inhibition of PLK1, Wnt, Myc, FOXM1, EIF, MCM, GH, and RAC1 pathways may account for the reduced homing rate observed in high-passage DPCs/DSCs.

### The CXCL13/CXCR5 axis regulates the depilation-induced homing of exogenous hfMSCs into follicle niches.

To uncover the mechanism underlying depilation-induced homing of exogenous DPCs and DSCs, we conducted a comprehensive analysis of their migration and integration into follicle niches after injection into depilated NOD/SCID mouse dorsal skin. Our findings demonstrate that exogenous DPCs and DSCs gradually migrated toward HF niches and first integrated into the DS on day 6 (Figure 4, E and F), coinciding with obvious morphological changes in the HFs (Supplemental Figure 4B). These findings suggest that follicles provide instructive signals that trigger the migration of DPC and DSC prior to day 6.

To further elucidate the involved signaling mechanisms, we performed a global gene expression analysis of depilated NOD/SCID skin samples at different times after depilation (GEO GSE208551). 

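Whole back skin of NOD/SCID mice, an immunodeficient strain without functional T and B cells, was sequenced as poly-A-selected mRNA at 8 time points of wax depilation, namely 0 h, 1 h, 4 h, 12 h, 1 d, 2 d, 4 d and 6 d. The third time point is 4 h in the labels of the deposited data and on the time axis of Figure 8A, and 6 h in the Supplemental Methods. The Supplemental Methods describe skin from 3 mice at each time point, while 1 library per time point was analysed here, and the paper's text does not say whether the RNA of the mice was pooled. The authors deposited the reads they counted on each of 51826 genes as whole numbers, without normalization. They also deposited FPKM values of the same genes, a measure that relates reads to gene length and to library size. For some genes these values were not the deposited counts over a fixed length. The paper's text names no aligner, counting program or genome build, and the gene positions in the deposited tables are those of GRCm38. Total counts were 38140661 at 0 h, 32117148 at 1 h, 31613250 at 4 h, 35056268 at 12 h, 29601099 at 1 d, 41139052 at 2 d, 30517302 at 4 d and 33925928 at 6 d. Counts were normalized by edgeR's TMM method, whose factors ranged from 0.753 at 1 h to 1.22 at 4 d, and are given as CPM, that is relative to the normalized library size. Each library was set against the 0 h library as a ratio, with an exact Clopper-Pearson 95% interval from the counts of both libraries. A count of 3 or less at 0 h was set to 3, so that a ratio to a count under 3 is a lower bound before counting error. With 1 library per time point, no difference had a replicate check, and the intervals cover counting error only. In every library, between 63.5% and 67.1% of the counts from 2 to 11 were even numbers, where independent reads would give about as many odd ones. The intervals treat every count as an independent read and are narrower than they would be if some reads were counted in pairs. The libraries also differed in the tissue they held. A list of 12 skeletal muscle genes took 1.36% of the counts at 0 h and 10.9% at 1 h, and a list of 19 genes of the hair shaft, the inner root sheath and the hair matrix took 0.942% at 0 h and 0.000984% at 1 h.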

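Among genes with at least 10 counts in at least 2 libraries, the number at least 4-fold higher or lower than at 0 h was 3628 at 1 h, 3544 at 4 h, 3005 at 12 h, 2829 at 1 d, 2684 at 2 d, 1169 at 4 d and 1454 at 6 d. At 1 h, 2132 of these genes were higher and 1496 lower, whereas with counts scaled to the library total alone 1169 were higher and 2874 lower. At 6 d, 1013 were higher and 441 lower. To use the scatter around a smooth time course as the error, a natural cubic spline with 3 degrees of freedom in log2(hours + 1) was fitted to the 8 libraries, and edgeR's quasi-likelihood F test was applied to 20245 genes. After Benjamini-Hochberg adjustment 9 genes had a p-value under 0.05, and 3063 genes, 15.1% of those tested, had an unadjusted p-value under 0.05. A DESeq2 likelihood ratio test of the same spline gave 2082 genes. The 9 genes depended on single libraries, with 210 genes past the threshold without the 0 h library, 27 without the 1 h library, 5 without the 12 h library, 2 without the 2 d library, 1 without the 1 d library, and 0 without the 4 h, the 4 d or the 6 d library. The largest rise among the 9, leaving out Sprr2f, whose rise is known only as a lower bound, was that of Ankrd1. It went from 2.74 CPM at 0 h to 678 at 4 h, a log2 ratio of 7.95 (adjusted p = 0.00775 from the edgeR test with Benjamini-Hochberg adjustment). Gm43834, with 4 counts at 0 h, rose by 7.47 on the log2 scale at 4 h, and Sprr2f, which had no count at 0 h, by at least 7.22 at 1 d. Krtap4-16 had 1081 counts at 0 h and none at 2 d, so its level fell by 8.34 on the log2 scale or more. Zfp708 had 370 counts at 0 h and none at 2 d, and fell by 6.80 or more. Both were back above 5 CPM at 6 d, with 8.13 for Krtap4-16 and 5.03 for Zfp708. The next largest fall among the 9 was that of Trim63, by 0.28 at 6 d.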

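Transcripts of 13 chemokine genes were followed through the libraries. All 13 had a ratio to 0 h of at least 2, with the interval above 1, in at least 1 library after depilation, and the number was also 13 at a threshold of 4-fold. With the mean of the 0 h and 1 h libraries as the baseline the number was 12, and the gene left out was Cxcl10. On chromosome 11 of GRCm38, Ccl2 (ENSMUSG00000035385, 82035571 to 82037453) went from 1.66 CPM at 0 h to 46.4 at 4 h, a ratio of 27.9 (95% interval 22.2 to 35.7), and stood at a ratio of 27.9 again at 1 d. Ccl8 (ENSMUSG00000009185, 82115185 to 82116799), already at 48.1 CPM at 0 h, kept a ratio under 2 up to 1 d, with 0.947 at 4 h. It was at 6.75 (6.45 to 7.06) at 2 d, 1.53 at 4 d and 6.87 (6.56 to 7.19) at 6 d, and the intervals at 2 d and 6 d overlap. Ccl9 (ENSMUSG00000019122, 83572919 to 83578636) peaked at 12 h at 22.0 times the 0 h level, with an interval of 20.4 to 23.8. Its neighbour Ccl6 (ENSMUSG00000018927, 83587882 to 83593087) peaked at 1 d, when 656 CPM stood against 22.9 at 0 h, a ratio of 28.6 (26.9 to 30.4). Cxcl16 (ENSMUSG00000018920, 70453983 to 70459984) rose to a ratio of 6.56 (5.94 to 7.25) at 2 d, and 552 bases of its transcript are shared with the overlapping gene Zmynd15. Ccl20 (ENSMUSG00000026166), on chromosome 1 from 83116766 to 83119167, had 6 counts at 0 h and 567 at 2 d, and its ratio of 105 therefore had a wide interval of 47.9 to 287. Ccl21a (ENSMUSG00000094686) and Ccl21b (ENSMUSG00000095675) lie on chromosome 4, from 42772860 to 42773993 and from 42255767 to 42256432. Their transcripts are 99.5% identical over 402 bases, so the split of reads between them and further copies of the gene is uncertain. Both peaked at 2 d, Ccl21a at a ratio of 8.67 (8.01 to 9.38) and Ccl21b at 10.4 (7.08 to 15.8), and the intervals overlap.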

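The remaining genes lie on chromosome 5. Cxcl1 (ENSMUSG00000029380, 90891241 to 90893115) rose from 0.862 CPM at 0 h to 45.6 at 4 h, a ratio of 52.9 (95% interval 38.6 to 74.5), and was at 0.589 of the 0 h level at 6 d, within counting error of it. No read of Cxcl2 (ENSMUSG00000058427, 90903871 to 90905938) was counted at 0 h, where the exact 95% upper limit was 0.0795 CPM, and 772 were counted at 12 h. With 3 counts set at 0 h, or 0.0647 CPM, it was at least 337-fold higher at 12 h before counting error (95% interval 115 to 1639). Of its transcript, 116 bases match Cxcl3 at 98.3% identity. Cxcl5 (ENSMUSG00000029371, 90759360 to 90761624) was at a ratio of 56.6 (35.6 to 95.97) at 12 h, fell to 10.3 at 1 d and stood at 52.2 at 2 d. It had 18 counts at 0 h and none at 1 h and 6 d, and at 6 d it was at most at 0.207 of the 0 h level. Cxcl10 (ENSMUSG00000034855, 92346638 to 92348889), which shares 133 bases with the overlapping gene Art3, was highest at 1 h with a ratio of 17.7 (13.6 to 23.4) and declined from there in each later library. Cxcl13 (ENSMUSG00000023078) met the same criterion in 6 of the 7 libraries after 0 h. By time point, 9 of the 13 genes were at least 2-fold higher at 1 h, 10 at 4 h, 9 at 12 h, 12 at 1 d, 12 at 2 d, 3 at 4 d and 8 at 6 d. The 3 genes at 4 d were Ccl21a, Ccl21b and Cxcl2. The highest value of a gene fell in the 1 h library for 1 gene, in the 4 h library for 2, in the 12 h library for 4, in the 1 d library for 1, in the 2 d library for 4 and in the 6 d library for 1.

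**Figure D1:**
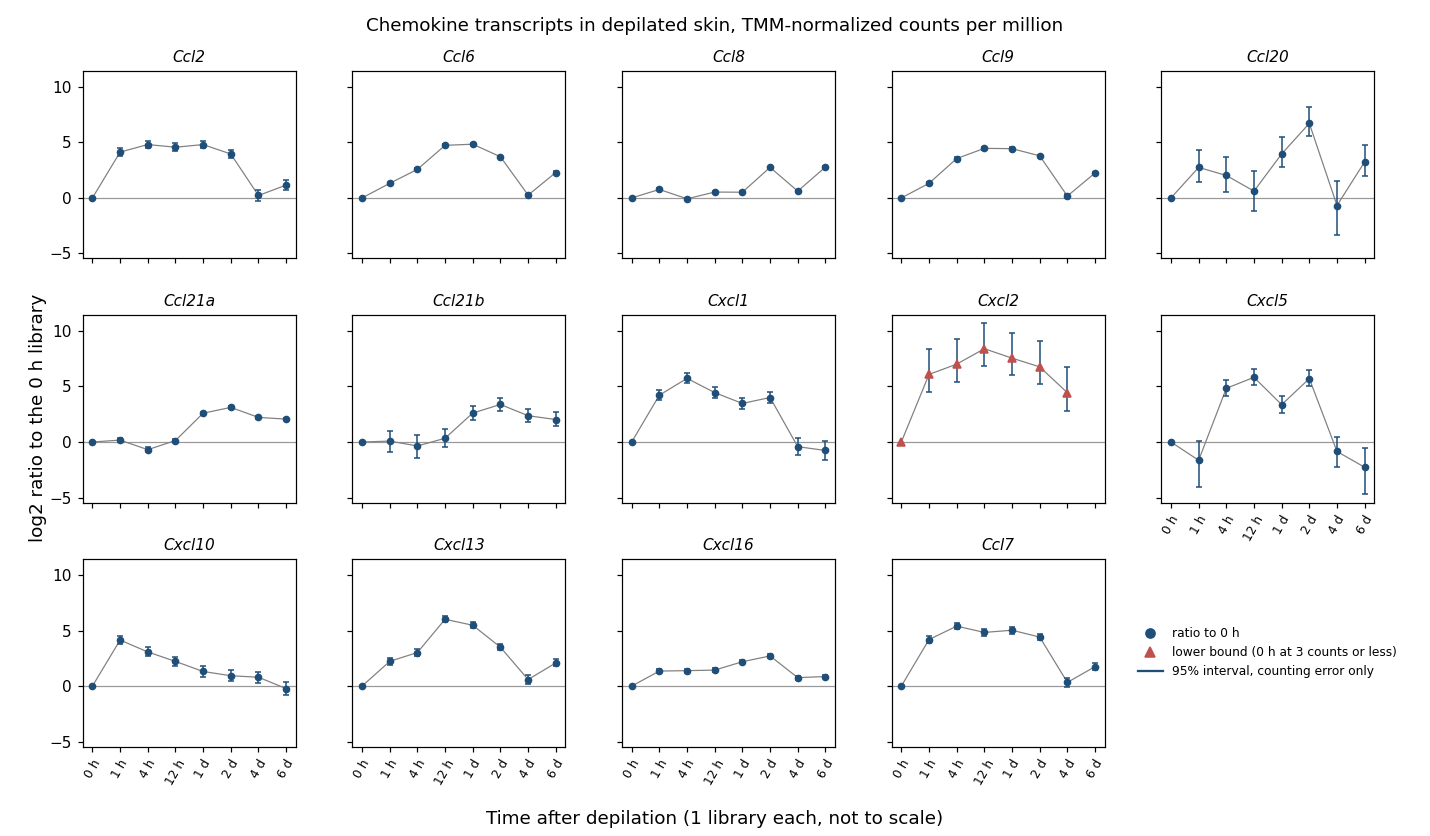
Log2 ratio to the 0 h library (y axis) of 13 chemokine genes and of Ccl7 in each of the 8 libraries (x axis, time after depilation, not to scale). Points are ratios, triangles are lower bounds for Cxcl2, which had no count at 0 h and at most 3 at 6 d, where no point is drawn, and bars are 95% intervals from counting error only; most genes return towards 0 at 4 d.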

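Among the 13 chemokine genes, the test of a smooth time course gave no adjusted p-value under 0.05 over all genes tested, and 11 unadjusted ones. The smallest adjusted p-value was 0.0899, for Ccl21a (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Adjusted over the list alone, 9 of the 13 passed, which is not independent evidence, since the study chose the list on these libraries. Without the 4 h library that number was 3, and without the 6 d library it was 5. Under the DESeq2 likelihood ratio test, 9 of the 13 passed after adjustment over all genes. Dependence between neighbouring time points was also tested without a curve, by the von Neumann ratio and an exact one-sided permutation test over all 40320 orders of the libraries. The p-value was 0.00878 for Ccl21b, 0.0131 for Ccl21a, 0.0382 for Cxcl2 and above 0.05 for the genes other than these and Cxcl13, and the smallest value after Benjamini-Hochberg adjustment over the 13 was 0.0851. Without the 0 h library, 1 gene passed this adjustment, and without the 1 d library the number of the 13 with an unadjusted p-value under 0.05 was 0. The median of the 13 peak log2 ratios was 4.80, above each of 10000 random lists of 13 genes matched on mean expression, whose medians centred on 0.67 and reached 2.83. As the list was chosen on these libraries, this percentile describes the list and is not independent evidence either. The paper had proposed that follicles send signals that start the migration of the injected cells before day 6, and it takes from these libraries the chemokines whose transcripts rose after depilation as such signals to be tested.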

The results showed time-dependent upregulation of several chemokines, including CCL2, CCL6, CCL8, CCL9, CCL20, CCL21a, CCL21b, CXCL1, CXCL2, CXCL5, CXCL10, CXCL13, and CXCL16. Reverse transcription quantitative PCR (RT-qPCR) experiments verified the increased mRNA expression of these chemokines (Figure 8A), implying their critical role in regulating the homing of DPCs and DSCs to follicle niches.

Transwell chemotaxis assays were performed to test the migratory response of DPCs and DSCs to the upregulated chemokines. Chemokines were added to the lower part of the Transwell chamber at different concentrations (control, 0 ng/mL; low, 5 ng/mL; medium, 50 ng/mL; high, 500 ng/mL). Among the chemokines upregulated after skin depilation, only CXCL2, CXCL13, and CXCL16 stimulated DPCs and DSCs to penetrate the Transwell basement membrane. Moreover, the chemotactic effect was concentration dependent (Figure 8B and Supplemental Figures 5 and 6). Wound healing assays further verified that only CXCL13 significantly enhanced the migration of DPCs and DSCs in a concentration-dependent manner (Figure 8C and Supplemental Figures 7 and 8). Immunostaining revealed the overexpression of CXCL13 in HFs after depilation (Figure 9A), suggesting its critical role in regulating the homing of DPCs and DSCs into HF niches.

We then investigated the key chemokine receptors involved in this process. We hypothesized that the expression level of the key chemokine receptor would be downregulated in high-passage DPCs and DSCs, as the homing rate decreased with increasing passage. Our results showed substantial downregulation of CCR3, CCR11, CXCR1, CXCR2, and CXCR5 levels in high-passage DPCs and DSCs (Figure 9, B–D, and Supplemental Table 1). Interestingly, CXCR5 is the receptor of CXCL13, suggesting the crucial role of the CXCL13/CXCR5 axis in the homing of DPCs/DSCs into HF niches. Immunostaining analysis validated the decreased expression of CXCR5 in high-passage DPCs and DSCs (Figure 9E).

To investigate the interaction between CXCL13 and CXCR5, we conducted molecular docking analysis using protein structures obtained from the UniProt database. Pymol 2.3.0 and Hdock software were used for docking CXCR5 and CXCL13. Docking results showed a high binding affinity of –308.57 kcal/mol between CXCL13 and CXCR5, with hydrogen bonds formed by interacting residues. Key residues such as VAL-154, TYR-150, and ARG-162 in CXCR5 formed hydrogen bonds with TYR-27, LEU-23, and ILE-22 in CXCL13, respectively, with bond distances of 3.3 Å, 3.2 Å, and 2.9 Å, respectively (Supplemental Figure 9). These residues are likely to be important in the biological activity of the 2 proteins.

To verify the role of CXCL13/CXCR5 axis in the homing of DPCs and DSCs, we investigated the effects of CXCR5 knockdown or CXCL13 neutralization in vivo. We used 4 CXCR5 shRNA plasmids to knock down CXCR5 expression in DPCs and DSCs. RT-qPCR analysis demonstrated that the highest knockdown efficiency was with CXCR5-shRNA4 (Figure 10A). Immunostaining verified substantial downregulation of CXCR5 expression in DPCs and DSCs after transfection with CXCR5 shRNA4 (Figure 10B). Furthermore, intradermal injection of the transfected DPCs/DSCs into depilated NOD/SCID mice resulted in a significant decrease in the number of follicles containing exogenous DPCs/DSCs and their integration into HF niches (Figure 10, C and E). Additionally, intradermal injection of DPCs/DSCs mixed with CXCL13 neutralizing Ab into depilated NOD/SCID mice led to a substantial reduction in the number of follicles containing exogenous DPCs/DSCs and their integration into HF niches, compared with the control group (Figure 10, D and F). Taken together, these findings strongly support the critical role of the CXCL13/CXCR5 axis in regulating the homing process of DPCs/DSCs into HF niches.

## Discussion

The results of our study yield several key inferences. First, we have demonstrated that exogenous DPCs and DSCs can return to HF niches, express niche markers, and promote hair growth by increasing hair diameter, lengthening the anagen phase, and producing longer hair shafts. Second, depilation is a stimulant for the homing of DPCs and DSCs into follicle niches, a process regulated by the CXCL13/CXCR5 axis. Third, we observed that immunological rejection markedly influences the homing behavior of DPCs and DSCs, and the transplanted cells home to HF niches in a dose‑dependent manner. Last, we identified significant differences in homing rates between low-passage and high-passage DPCs and DSCs, which potentially can be attributed to the loss of cell stemness and downregulated expression of chemokine receptors in high-passage cultures.

In this study, we traced the migratory axis of transplanted DPCs/DSCs. Our findings indicate that these cells progressively migrated toward the resident HFs, integrating into them by day 6 after transplantation (Figure 4, E and F). Notably, the integrated HFs appeared to be fully developed, suggesting that DPCs/DSCs promote hair growth through integration with resident HFs rather than recruiting skin cells and initiating de novo HF generation. The exact mechanisms underlying the observed effects of DPCs and DSCs on hair growth remain unclear, requiring further investigations to elucidate their detailed action mechanisms for the development of more effective hair loss treatments.

Androgenetic alopecia (AGA) is a chronic and progressive hair loss disorder that affects up to 50% of men and women. The pathogenesis of AGA involves the interaction between androgens and androgen receptors (ARs) in the DPCs of balding scalp areas. The overexpression of ARs in these HFs results in increased sensitivity to androgens, leading to hair miniaturization and eventual loss (31, 32). We speculate that transplantation of DPCs and DSCs from nonbald areas with low AR expression could be a potential treatment for AGA. These cells may home to the affected HFs and reduce their androgen sensitivity. Overall, our findings provide compelling evidence supporting the feasibility of using DPCs and DSCs from nonbalding regions as a potential treatment for AGA. Clinical trials are warranted to verify the efficacy of this approach.

Cell therapy has been proposed as a promising approach for the treatment of various diseases. The efficiency of cell therapy depends on the properties of the donor cells, including their passage number. Previous studies have indicated that low-passage cells possess superior therapeutic potential compared with high-passage cells, because of their enhanced migration and homing abilities (33, 34). Consistent with these findings, our study demonstrates that low-passage cells have a significantly higher homing rate than do high-passage cells (Figure 4, A–D), and this could be attributed to the downregulation of chemokine receptors in high-passage cells (Figure 9, B and C). Our findings offer valuable insights into the mechanisms underlying the effects of cell passage on the therapeutic potential of DPCs and DSCs, suggesting that targeting chemokine receptors can improve their therapeutic potential.

DP and DS follicle niches are crucial for maintaining or inducing the hfMSCs phenotype. Research has demonstrated that the introduction of exogenous SKPs to these niches can lead to the expression of DPC and DSC markers, whereas SKPs integrated into the interfollicular dermis exhibit dermal fibroblast markers instead of SKP markers (26). This underscores the critical importance of the HF niches in determining both cell phenotype and fate. Notably, our study yielded similar results, with exogenous DPCs and DSCs homing to DP and DS niches that expressed DPC and DSC markers, whereas those remaining in the interfollicular dermis gradually lost their markers over time (Figure 1, C and D, and Supplemental Figure 2B). These findings provide compelling evidence of the crucial role played by HF niches in determining cell phenotype and fate.

In our study, we observed that follicles containing exogenous DPCs and DSCs were larger than those without these cells. Although an increased number of DPCs and DSCs may contribute to this finding, it is worth noting that the DPCs and DSCs used in our experiment were isolated from vibrissae rather than dorsal skin HFs. Vibrissae follicles possess unique characteristics, including a larger size and faster growth rate (35). These distinctive attributes suggest that vibrissae DPCs and DSCs may exhibit enhanced proliferative capacity and superior hair-inductive abilities when compared with cells from other sources. This difference in origin could potentially affect the observed size variation of the integrated HF. To further investigate this, studies could be conducted to compare the size of HFs after transplanting vibrissae DPCs/DSCs and dorsal DPCs/DSCs.

Wax-based depilation could provide an additional mechanical stimulus and lead to the destruction of a significant portion of the HF stem cell compartment, followed by rapid regeneration from the secondary hair germ (36). In a previous study, researchers demonstrated that hair plucking induces apoptosis in HF cells and stimulates the expression of CCL2 (37). Furthermore, various regions within the HF exhibit the expression of chemokines, including CCL2, CCL20, and CCL8, in response to mechanical stress (38). 

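Cxcl13 lies on chromosome 5 of GRCm38 from 95956951 to 95961068 on the plus strand and has 4 exons. It encodes a secreted chemokine, the ligand of the receptor CXCR5. In the libraries of depilated back skin, 116 reads of Cxcl13 were counted at 0 h and 5724 at 12 h. Its level was 2.50 CPM at 0 h (95% interval 2.07 to 3.00), 11.7 at 1 h (10.4 to 13.2), 20.3 at 4 h (18.6 to 22.1), 161.7 at 12 h (157.5 to 166.0), 111 at 1 d (107 to 115), 28.3 at 2 d (26.7 to 30.0), 3.76 at 4 d (3.17 to 4.44) and 10.6 at 6 d (9.57 to 11.7). The 12 h library was thus at 64.7 times the 0 h level (53.8 to 78.4), and the 4 d library at 1.505 times (1.17 to 1.94). The rise from 1 h to 12 h and the decline from 12 h to 4 d are larger than the counting error, and neither has a replicate check. For the time course as a whole the unadjusted p-value was 0.00415 and the adjusted one 0.134 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment over 20245 genes), or 0.0180 adjusted over the list alone, that is over the 13 chemokines. With DESeq2's likelihood ratio test the adjusted p-value was 2.8e-05, and over the other alternatives it ranged from 0.0760 without the 6 d library to 0.424 without the 4 h library. The exact permutation test of neighbouring time points gave a p-value of 0.0470 for Cxcl13, and 0.135 after adjustment over the 13 chemokines. With the mean of 0 h and 1 h as the baseline, the log2 ratio at 12 h was 4.51 in place of 6.02. In the FPKM values the authors deposited, Cxcl13 was at 2.34 at 0 h and 127 at 12 h.

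**Figure D2:**
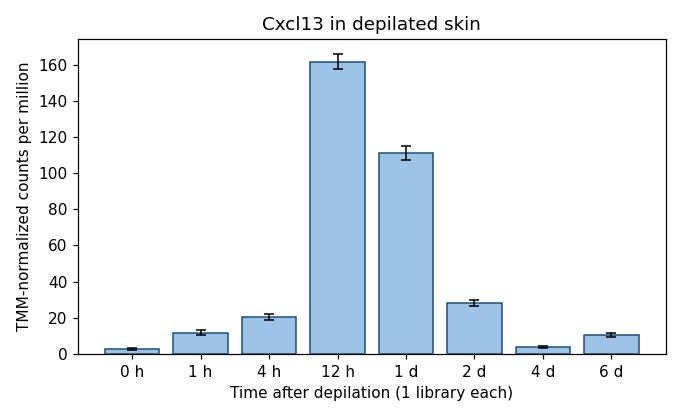
TMM-normalized CPM of Cxcl13 (y axis) in each of the 8 libraries of back skin (x axis, time after depilation). Bars are single libraries and error bars are exact 95% intervals from counting error only; the bars at 12 h and 1 d stand above all others.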

In our study, we observed that depilation induces the expression of CXCL13, which mediates the homing of injected DPCs and DSCs. Therefore, we speculate that depilation induces apoptosis in HF cells of NOD/SCID mice, resulting in the upregulation of CXCL13 expression and the recruitment of the injected DPCs and DSCs.

In this study, we observed impaired homing in immunocompetent C57BL/B6 mice. Several factors may contribute to this impairment. First, the immunogenicity of EGFP should be considered a potential factor. EGFP, being a foreign protein, can elicit immune responses in the host organism. Previous studies have documented concerns about the immunogenicity associated with GFP expression in certain mouse strains, including C57BL/6J (39, 40). These immune responses could potentially lead to inflammation or recruitment of immune cells at the site of GFP-expressing cells, consequently affecting their homing ability. Second, when injecting cells derived from the EGFP^+^ C57BL/6J mouse strain into immunocompetent C57BL/6J mice, it is possible that minor genetic differences or specific antigens within supposedly genetically identical C57BL/6J mouse strains may exist (41). Moreover, during in vitro culture, cells can undergo changes in antigenicity, due to the expression of new cell surface markers or secretion of proteins (42). These newly expressed molecules may be recognized as foreign antigens by the host immune system, triggering an immune rejection response upon injection into another individual.

Overall, our study highlights the potential of DPC/DSC–based cell therapy as a promising avenue for hair regeneration and provides insights into the molecular mechanisms underlying this process. We believe that more research in this area has the potential to lead to transformative breakthroughs in the field of regenerative medicine, with far-reaching implications for a range of diseases and conditions beyond hair loss.

## Methods

Additional information can be found in Supplemental Methods.

### Cell isolation and culture.

DPCs and DSCs were isolated from 5- to 6-week-old EGFP-transgenic C57BL/6J mouse (GemPharmatech) vibrissal follicles. The isolation process of DPCs and DSCs was as described previously, with minor modifications (43, 44). Briefly, vibrissal follicles were isolated from the cheeks of the mice and incubated in DMEM (Gibco). A combination of physical dissection and enzymatic digestion was used to isolate DPCs and DSCs. Initially, the hair bulb region and the DS portion (including the DS, hair shaft, and outer root sheath) of the HFs were separated using a physical dissection technique (Supplemental Figure 1A). To isolate the DPCs, hair bulbs were cut with scissors and incubated in 0.2% (wt/vol) collagenase I (Sigma) at 37°C for 2 hours. After centrifugation at 70*g* for 5 minutes at 20°C, the supernatant was discarded, and the cell pellet was resuspended in DMEM. DP spheres were isolated directly by careful pipetting using an inverted phase-contrast microscope (Supplemental Figure 1A), transferred to cell culture dishes, and cultured in DMEM supplemented with 10% (vol/vol) FBS (Gibco) at 37°C and 5% CO_2_. Explants were cultured for 7 days, and when the outgrowth became subconfluent, cells were harvested with 0.25% (wt/vol) trypsin-EDTA and subcultured at a ratio of 1:3.

To isolate the DSCs, the DS portion (including the DS, hair shaft, and outer root sheath) was treated with 0.1% (wt/vol) dispase II (Sigma) at 37°C for 30 minutes, and then the DS was separated from the HF shaft with forceps under a stereoscope (Supplemental Figure 1A). The isolated DS was incubated with 0.2% (wt/vol) collagenase I (Sigma) at 37°C for 2 hours. The suspension then was filtered with 70 μm strainers and centrifuged at 200*g* for 5 minutes at 20°C. After the supernatant was gently discarded, the cells were resuspended with appropriate medium volume of DMEM supplemented with 10% (vol/vol) FBS and were cultured at 37°C and 5% CO_2_.

### In vivo experiment.

For transplants, 10^5^ to 2 × 10^6^ passaged, dissociated murine DPCs and DSCs were intradermally injected into the skin of adult NOD/SCID mice (GemPharmatech) or C57BL/6J mice (GemPharmatech) immediately after depilation or shaving. Specifically, the injection was targeted at the dermis layer located above the panniculus carnosus muscle layer. For cell injection, the DPCs/DSCs were intradermally injected at 9 sites evenly distributed on the dorsal skin of the mice (an injection site pattern of 3 rows and 3 columns) (Figure 2C and Supplemental Figure 4A). Each site on the dorsal skin was intradermally injected with 2 × 10^6^ cells at a volume of 200 μL. For the neutralizing CXCL13 study, 50 μg/mL CXCL13 neutralizing Ab (R&D Systems, Bio-Techne; catalog AF470) was mixed with 2 × 10^6^ DPCs/DSCs, and the mixture was intradermally injected into depilated back skin of adult NOD/SCID mice. For dexamethasone treatment, 5 mg/kg/d dexamethasone (Sigma) was administered by i.p. injection for 2 weeks before cell injection. All animals were purchased from the Experimental Animal Centre at Southern Medical University (Guangzhou, China). All animal experiments were carried out with the approval of the Southern Medical University Animal Care and Use Committee in accordance with the guidelines for the ethical treatment of animals (approval no. NFYY-2021-0120).

### Statistics.

All statistical analyses of data were conducted using R software, version 3.6.1. All experiments were done at least in triplicate unless otherwise noted. Statistical significance of the difference between 2 independent groups was determined by a 2-tailed paired Student’s *t* test. One-way ANOVA with Bonferroni’s post hoc test was used for experiments with more than 2 groups. Data are expressed as mean ± SD. *P* < 0.05 was deemed statistically significant.

### Study approval.

All experiments were endorsed by the Ethics Committee of Southern Medical University and complied with the Declaration of Helsinki. All animal experiments were carried out with the approval of the Southern Medical University Animal Care and Use Committee in accordance with the guidelines for the ethical treatment of animals. All animal experiments involved ethical and humane treatment under a license from the Guangdong Provincial Bureau of Science.

### Data availability.

All data generated or analyzed during this study are included in the article and the Supporting Data Values XLS file. The microarray data reported here have been submitted to the GEO (GSE208551 and GSE236091).

## Author contributions

YM and ZH contributed to the study design and manuscript preparation. KL, FL, and YH conducted the experiments. KL, YG, DF, and PS analyzed the data. QQ, LD, JW, RC, ZF, and BL provided suggestions during development of the study design.

## Supplementary Material

Supplemental data

Supporting data values

## Figures and Tables

**Figure 1:**
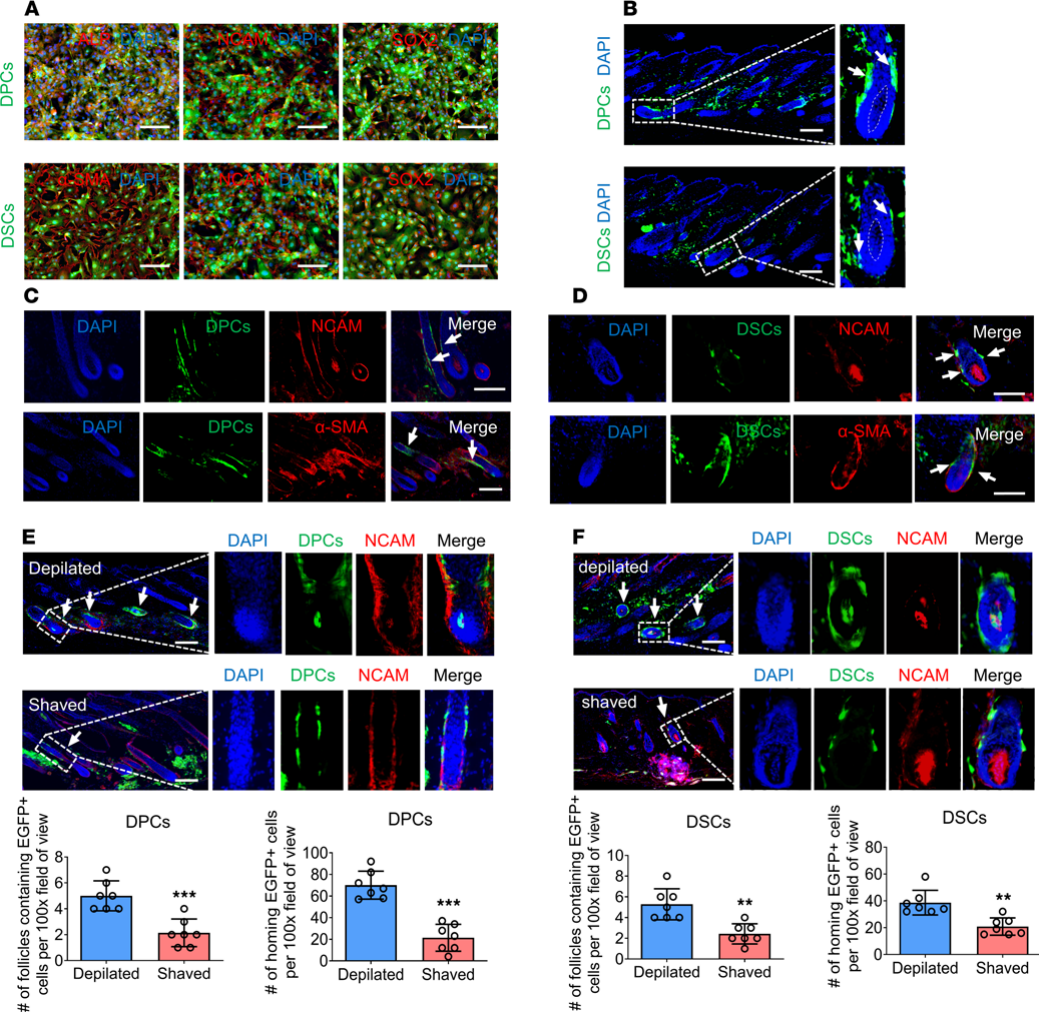
Exogenous hfMSCs home to HF niches, and depilation increases the homing rate. (**A**) Immunostaining for alkaline phosphatase, NCAM, and SOX2 in third-passage DPCs and for α-SMA, NCAM, and SOX2 in third-passage DSCs (representative of 3 experiments). (**B**) Representative HFs containing exogenous DPCs (arrow) or DSCs (arrow) 2 weeks after injection. Hatched lines denoted the DP (representative of 3 experiments). (**C** and **D**) Immunostaining for NCAM and α-SMA in HFs containing exogenous DPCs (arrow) or DSCs (arrow) (representative of 3 experiments). (**E** and **F**) HFs containing exogenous DPCs (arrow) or DSCs (arrow) were immunostained for NCAM 2 weeks after injection. The number of HFs containing EGFP^+^ cells and number of homing EGFP^+^ cells per ×100 original magnification field of view (*n* = 7 skin sections from 4 mice per group). Scale bars: 100 μm. Two-tailed Student’s *t* test. Data reported as mean ± SD. **P < 0.01, ***P < 0.001.

**Figure 2:**
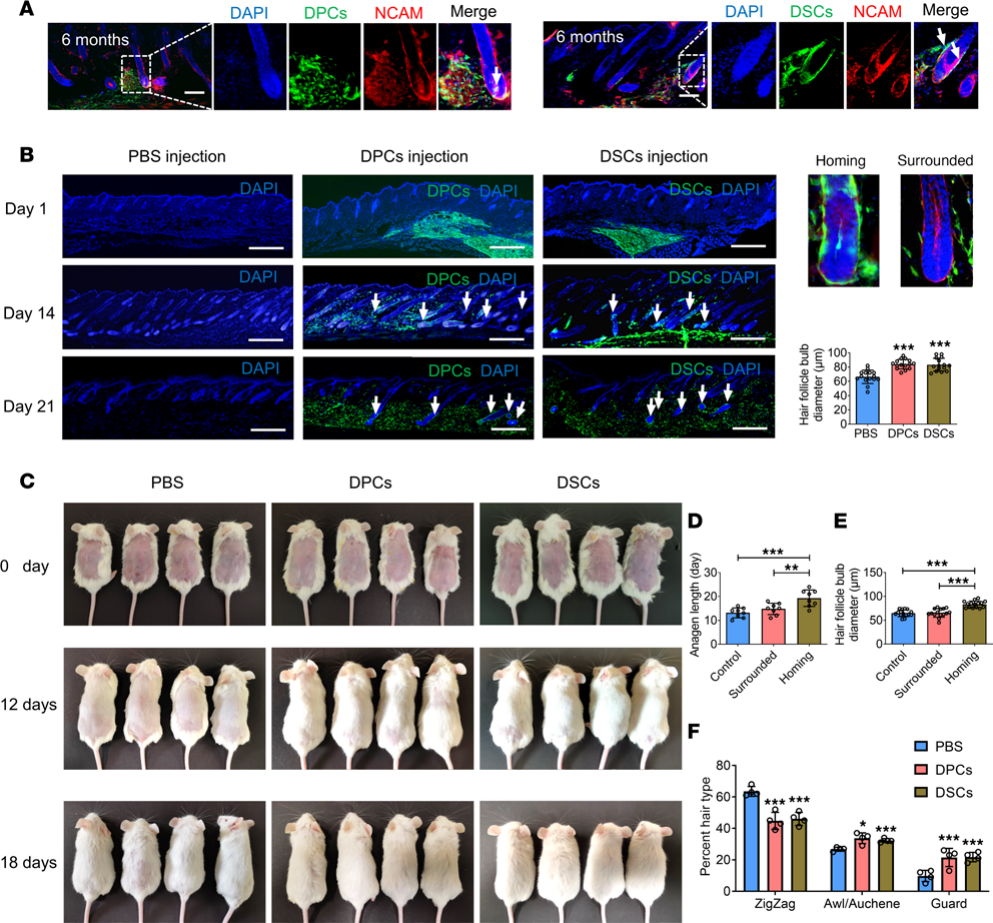
Exogenous hfMSCs promote HF growth via homing to HF niches. (**A**) HFs containing exogenous DPCs (arrow) or DSCs (arrow) were immunostained for NCAM at 6 months after injection (representative of 3 experiments). (**B**) Dorsal skin sections of mice injected with DPCs, DSCs, or PBS; arrows denoted the HFs containing exogenous DPCs or DSCs. Diameter of hair bulbs (*n* = 15 skin sections from 4 mice per group). (**C**) The hair growth of recipient mice. (**D** and **E**) Anagen length and hair bulb diameter of HFs containing exogenous DPCs/DSCs, HFs merely surrounded by exogenous DPCs/DSCs and HFs in PBS group (*n* = 8 skin sections from 4 mice per group in **D**; *n* = 15 skin sections from 4 mice per group in **E**). (**F**) Percentage of hairs of each type in mice of the PBS, DPC, and DSC groups 12 days after depilation (*n* = 4 mice per group). Scale bar: 100 μm in **A**; 400 μm in **B**. One-way ANOVA followed by Bonferroni’s post hoc test. Data reported as mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001.

**Figure 3:**
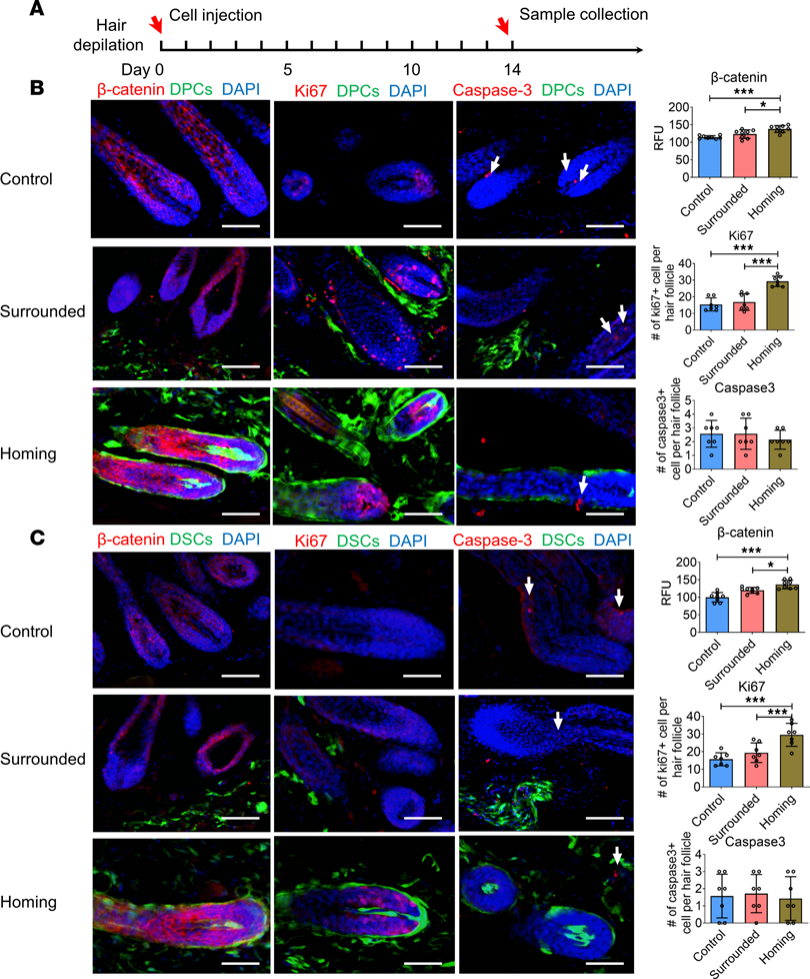
Exogenous hfMSCs promote the expression of β-catenin and Ki67 of the recipient HFs. (**A**) A schematic representing time points of sample collection. (**B** and **C**) Immunostaining for β-catenin, Ki67, and caspase-3 (arrow) in dorsal skin sections. These sections included HFs containing exogenous DPCs/DSCs, HFs merely surrounded by exogenous DPCs/DSCs and HFs in the PBS group. Analysis of β-catenin, Ki67, and caspase-3 expression in mouse skin sections (*n* = 7–8 skin sections from 5 mice per group). Scale bars: 50 μm. One-way ANOVA followed by Bonferroni’s post hoc test. Data reported as mean ± SD. *P < 0.05, ***P < 0.001. RFU, relative fluorescence units.

**Figure 4:**
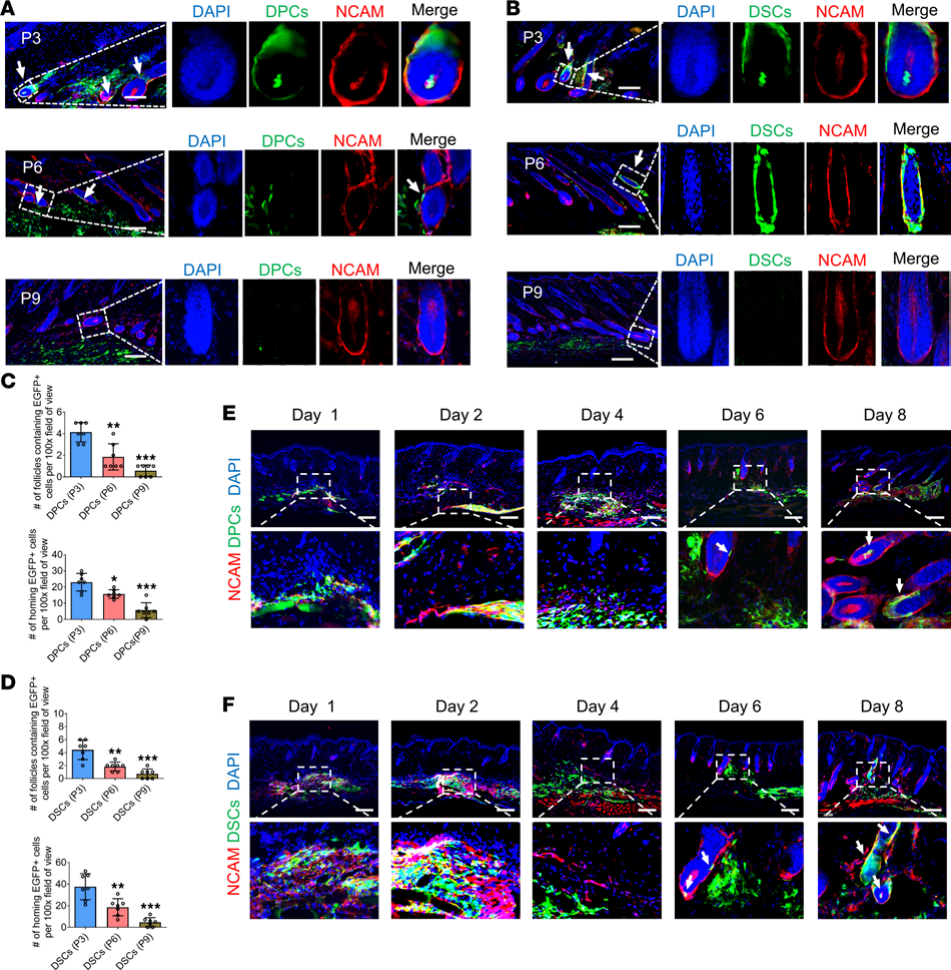
The migratory axis of the homing of exogenous hfMSCs is affected by cell passage. (**A** and **B**) Dorsal skin sections were harvested 2 weeks after intradermal injection of DPCs and DSCs at passages 3, 6, and 9 into mouse dorsal skin. Immunostaining showed the expression of NCAM (red) in HFs containing exogenous DPCs (green; arrow) and DSCs (green; arrow). (**C** and **D**) Number of HFs containing EGFP^+^ transplanted cells and number of homing EGFP^+^ cells per ×100 original magnification field of view as shown in **A** and **B** (*n* = 7 skin sections from 3 mice per group). One-way ANOVA followed by Bonferroni’s post hoc test. Data reported as mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001. (**E** and **F**) The migratory axis of DPCs (green) and DSCs (green). Arrows denote cells integrating into HF niches (representative of 3 experiments). Scale bars: 100 μm.

**Figure 5:**
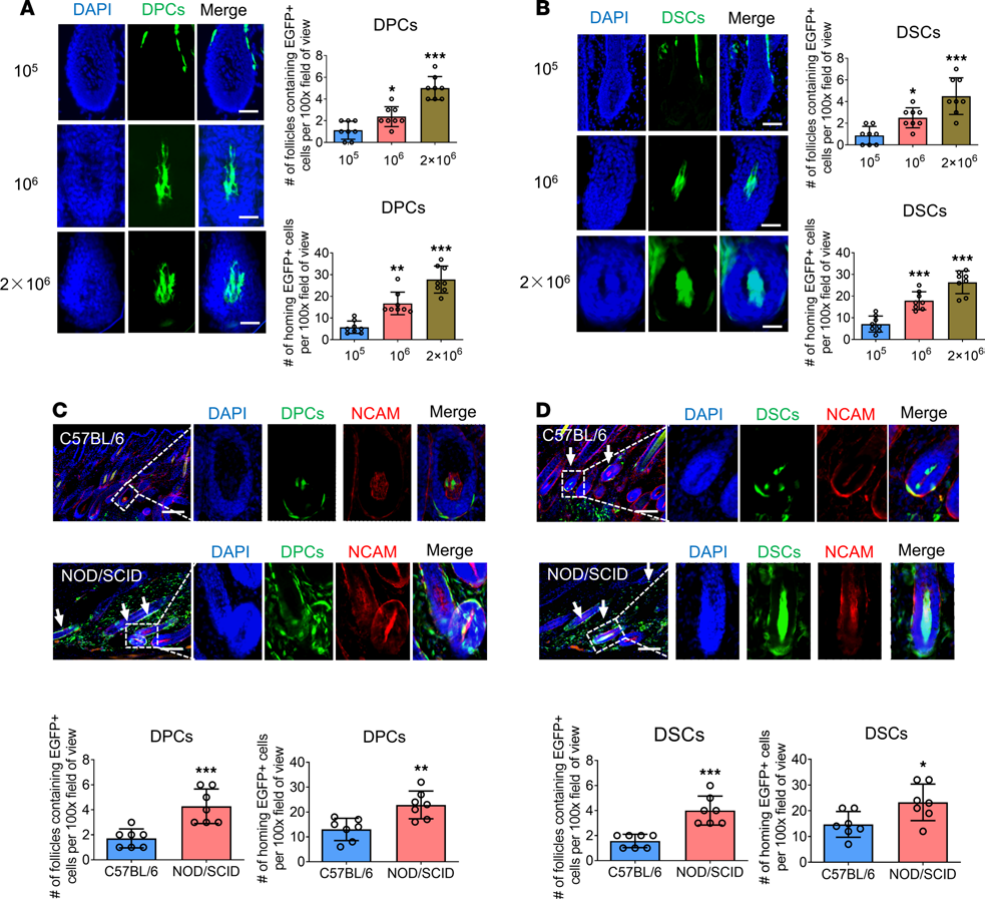
Cell dose and immunological rejection affect the homing rate of exogenous hfMSCs. (**A** and **B**) Longitudinal sections of HF were harvested 2 weeks after intradermal injection of DPCs and DSCs at different doses into NOD/SCID mouse skin. Number of HFs containing EGFP^+^ transplanted cells and number of homing EGFP^+^ cells per ×100 original magnification field of view (*n* = 8 skin sections from 4 mice per group). (**C** and **D**) Dorsal skin sections were harvested 2 weeks after intradermal injection of DPCs and DSCs into C57BL/6 and NOD/SCID mouse skin. HFs containing exogenous DPCs (green; arrow) or DSCs (green; arrow) were immunostained for NCAM (red). Number of HFs containing EGFP^+^ transplanted cells and number of homing EGFP^+^ cells per ×100 original magnification field of view (*n* = 7 skin sections from 4 mice per group). Scale bars: 25 μm in **A** and **B**; 100 μm in **C** and **D**. Statistical comparisons were performed using 1-way ANOVA followed by Bonferroni’s post hoc test (**A** and **B**) and 2-tailed Student’s *t* test (**C** and **D**). Data reported as mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001.

**Figure 6:**
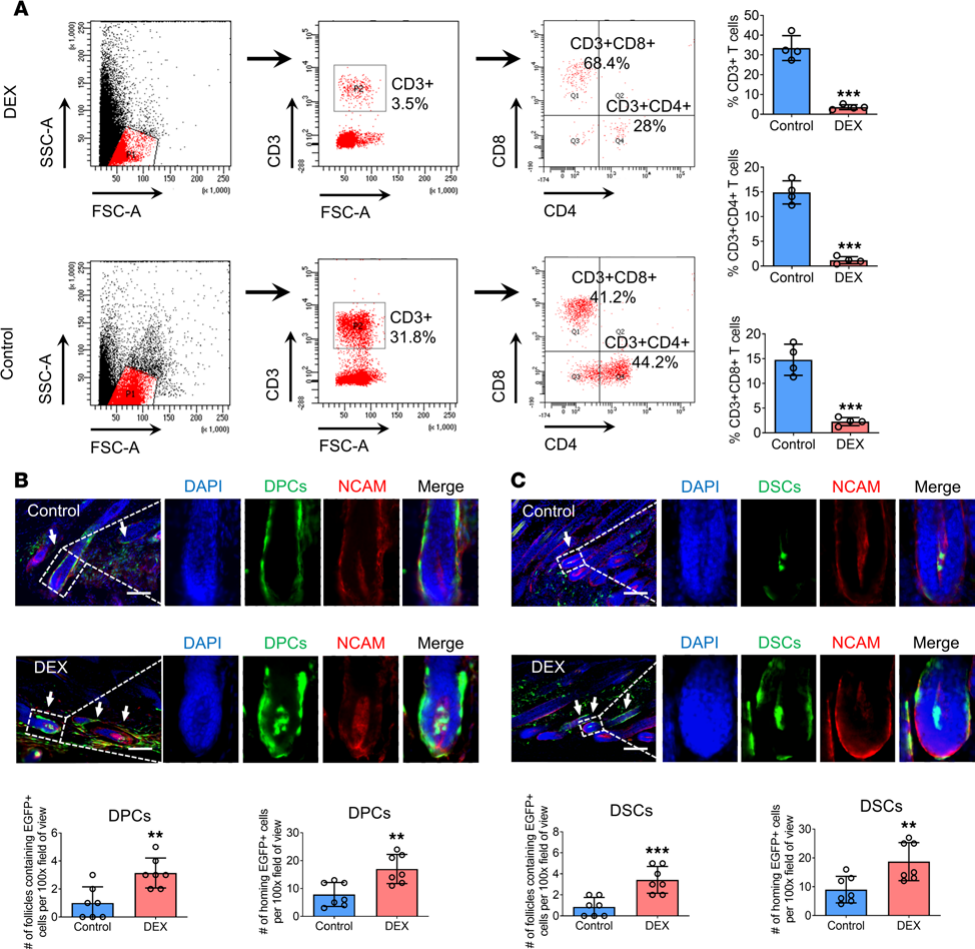
Dexamethasone restores the homing rate of exogenous hfMSCs impaired by immunological rejection. (**A**) Flow cytometry detected the percentages of CD3^+^, CD3^+^CD4^+^, and CD3^+^CD8^+^ T cells in the blood of C57BL/6J mice after treatment with dexamethasone (*n* = 4 mice per group). (**B** and **C**) Longitudinal sections of HF were harvested 2 weeks after intradermal injection of DPCs and DSCs into dexamethasone-treated and vehicle-treated C57BL/6J mice. Immunostaining showed the expression of NCAM (red) in HFs containing exogenous DPCs (green; arrow) and DSCs (green; arrow). Number of HFs containing EGFP^+^ transplanted cells and number of homing EGFP^+^ cells per ×100 original magnification field of view (*n* = 7 skin sections from 4 mice per group). Scale bars: 100 μm. Two-tailed Student’s *t* test. Data reported as mean ± SD. **P < 0.01, ***P < 0.001.

**Figure 7:**
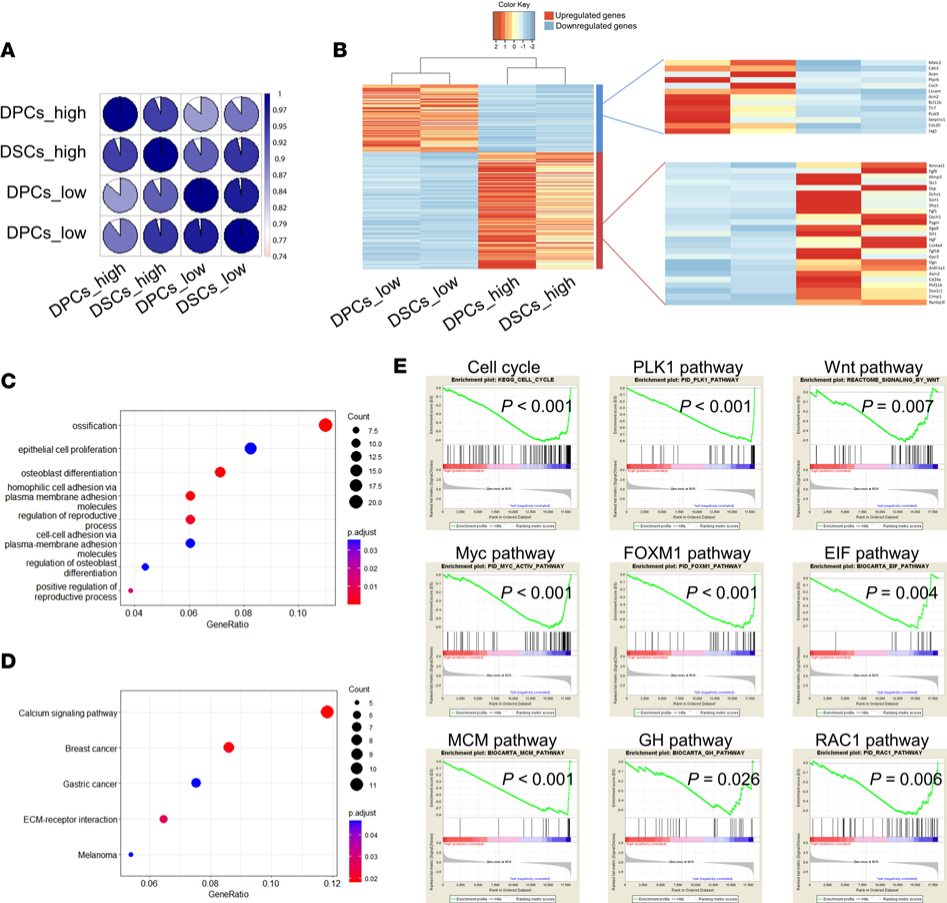
The molecular mechanism underlying phenotypic differences between low-passage and high-passage DPCs/DSCs. (**A**) Spearman’s rank correlations were computed for every pair of microarray experiments. The resulting color-coded correlation matrix revealed the transcriptomal similarities among low-passage and high-passage DPCs/DSCs (the similarities are demonstrated by pie chart proportion). (**B**) The heatmap shows the relative expression levels of 363 differential genes between low-passage and high-passage DPCs/DSCs. Relative expression levels are color-coded (see the color key). The cluster analysis above the heatmap shows that low-passage DPCs/DSCs were more related to each other than they were to high-passage DPCs/DSCs. Differential genes associated with cell proliferation and stemness. (**C**) Gene ontology and (**D**) Kyoto Encyclopedia of Genes and Genomes pathway enrichment analysis of the differential genes between low-passage and high-passage DPCs/DSCs. (**E**) Gene set enrichment analysis demonstrated the pathways inhibited in high-passage DPCs/DSCs.

**Figure 8:**
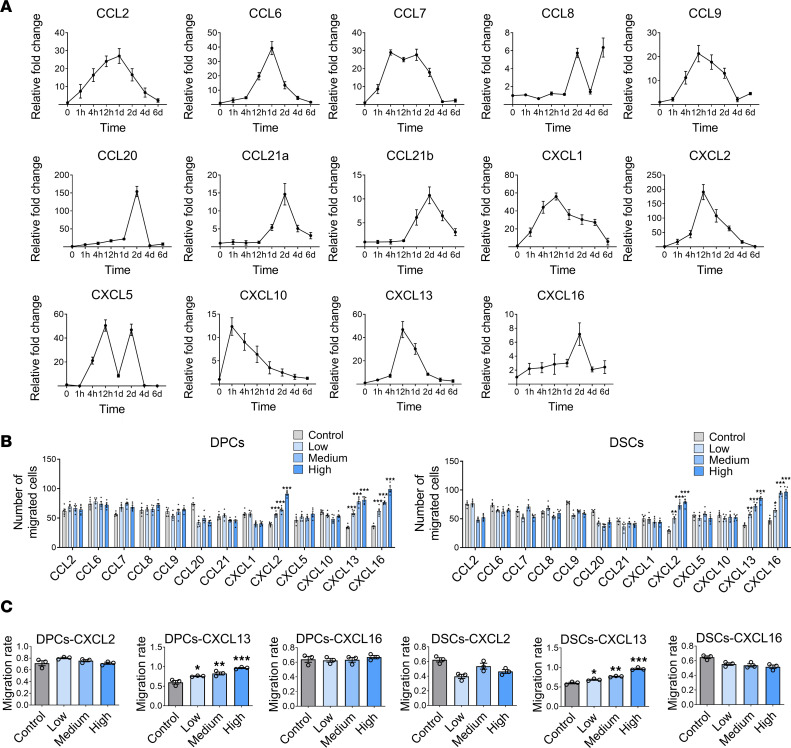
Chemokine mediates the homing of exogenous hfMSCs into follicle niches. (**A**) RT-qPCR experiments showed the upregulated chemokines after depilation of NOD/SCID dorsal skin (*n* = 3). (**B**) Transwell chemotaxis assays were performed to detect the migratory response of DPCs and DSCs to chemokines at different concentrations (namely, control: 0 ng/mL; low: 5 ng/mL; medium: 50 ng/mL; and high: 500 ng/mL) (*n* = 5). (**C**) Wound healing assays were performed to detect the chemotaxis effects of CXCL2, CXCL13, and CXCL16 on DPCs and DSCs (concentrations are the same as in **B**) (*n* = 3). One-way ANOVA followed by Bonferroni’s post hoc test. Data reported as mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001.

**Figure 9:**
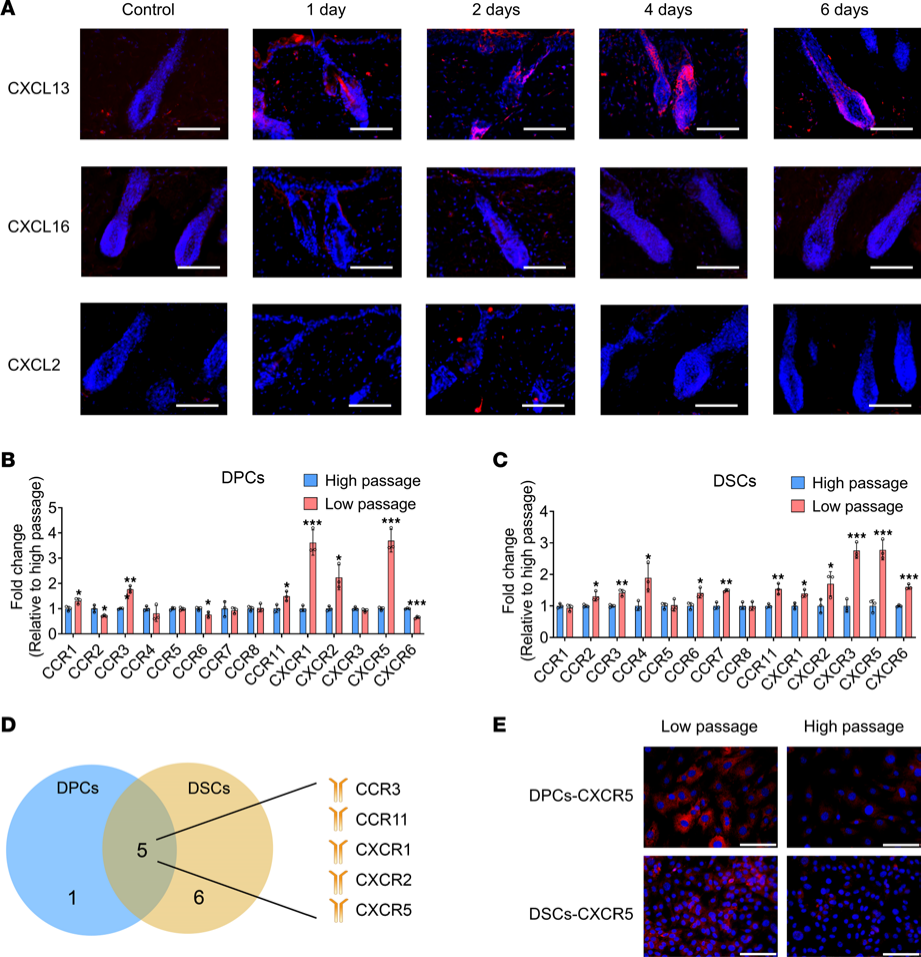
Chemokine receptor mediates the homing of exogenous hfMSCs into follicle niches. (**A**) Dorsal skin sections were harvested 1, 2, 4, and 6 days after depilation. (The control group comprised a section of shaved dorsal skin.) Immunostaining showed the expression of CXCL13, CXCL16, and CXCL2 (representative of 3 experiments). (**B** and **C**) RT-qPCR experiments showed the expression of receptors related to upregulated chemokines in low-passage and high-passage DPCs/DSCs (*n* = 3). Two-tailed Student’s *t* test. Data reported as mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001. (**D**) Venn diagram shows the intersection of the downregulated chemokine receptors in high-passage DPCs/DSCs. (**E**) Immunostaining shows the expression of CXCR5 in low-passage and high-passage DPCs/DSCs (representative of 3 experiments). Scale bars: 100 μm in **A** and **E**.

**Figure 10:**
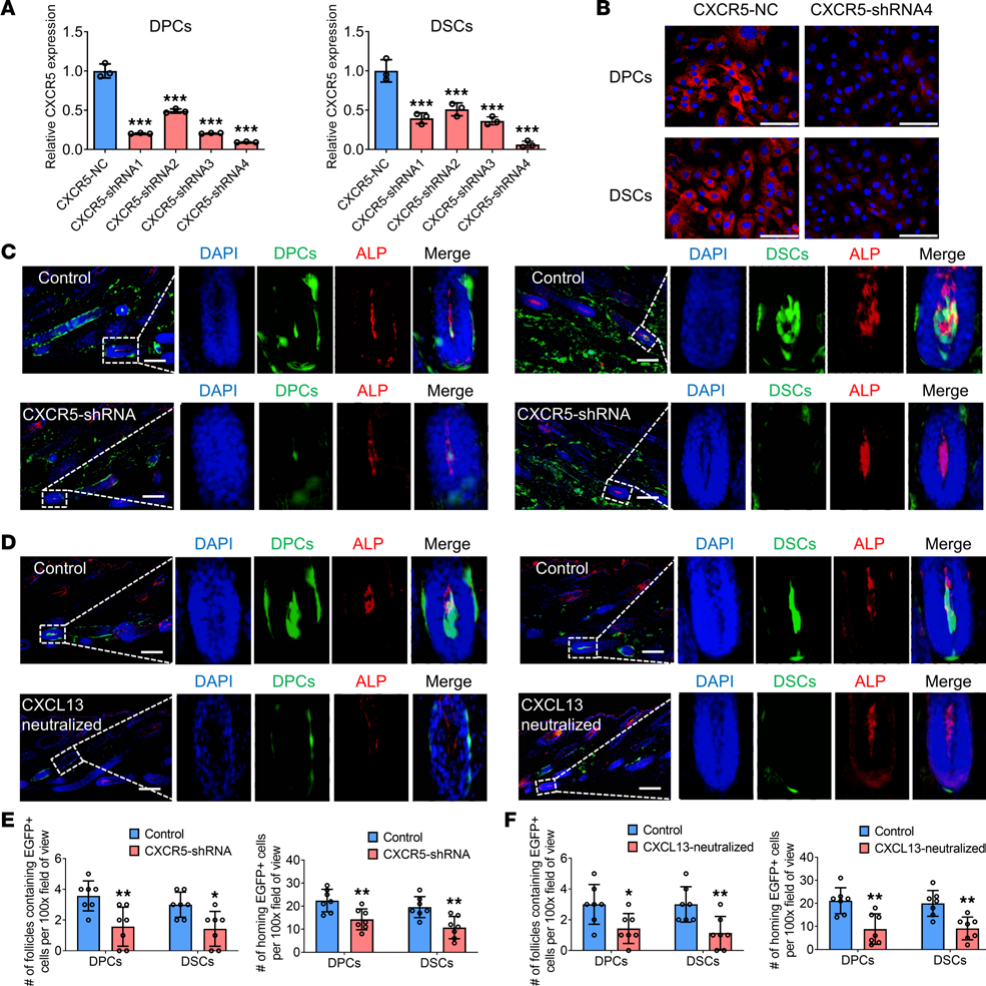
The CXCL13/CXCR5 axis mediates the homing of exogenous hfMSCs into follicle niches. (**A**) RT-qPCR experiments show the mRNA expression of CXCR5 in DPCs/DSCs after transfection with lentiviral vector expressing CXCR5 shRNA (*n* = 3). (**B**) Immunostaining shows the protein expression of CXCR5 in DPCs/DSCs after transfection with lentiviral vector expressing CXCR5 shRNA4 (representative of 3 experiments). (**C**) DPCs/DSCs transfected with lentiviral vector expressing CXCR5-shRNA4 were injected into the dorsal skin of depilated NOD/SCID mice. (**D**) DPCs/DSCs mixed with CXCL13 neutralizing Ab were injected into the dorsal skin of depilated NOD/SCID mice. HFs containing exogenous DPCs (green; arrow) or DSCs (green; arrow) were immunostained for alkaline phosphatase (ALP) (red) (**C** and **D**). (**E** and **F**) Number of HFs containing EGFP^+^ transplanted cells and number of homing EGFP^+^ cells per ×100 original magnification field of view, as shown in **C** and **D** (*n* = 7 skin sections from 4 mice per group). Statistical comparisons were performed using 1-way ANOVA followed by Bonferroni’s post hoc test (**A**) and 2-tailed Student’s *t* test (**E** and **F**). Scale bars: 100 μm. Data are reported as mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001.

# Supplementary material for: The homing of exogenous hair follicle mesenchymal stem cells into hair follicle niches
**Source:** JCI Insight. 2023 Dec 22;8(24):e173549. doi: 10.1172/jci.insight.173549
**Supplement:** Supplemental data

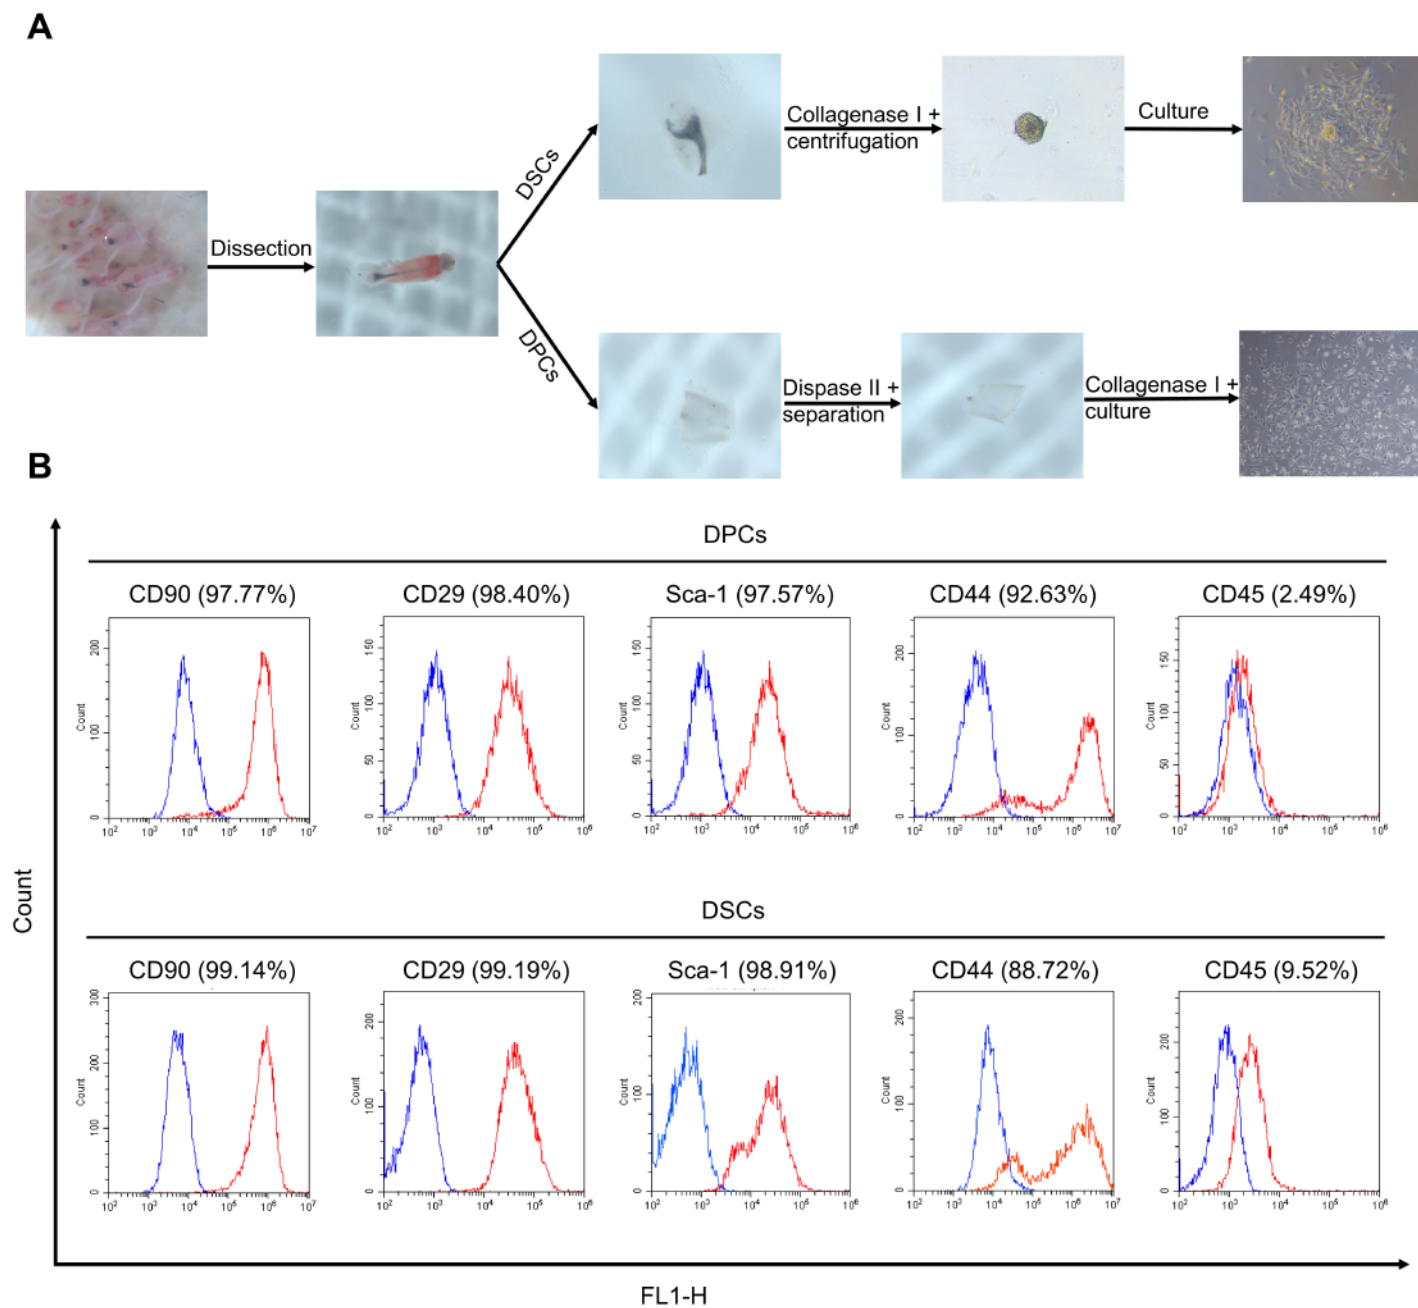

Supplemental Figure 1. Isolation and identification of MSCs markers in DPCs and DSC. (A) The procedure for isolating DPCs and DSCs is depicted. (B) Flow cytometry experiments were performed to assess the expression of MSC markers in DPCs and DSCs (representative of 3 experiments).

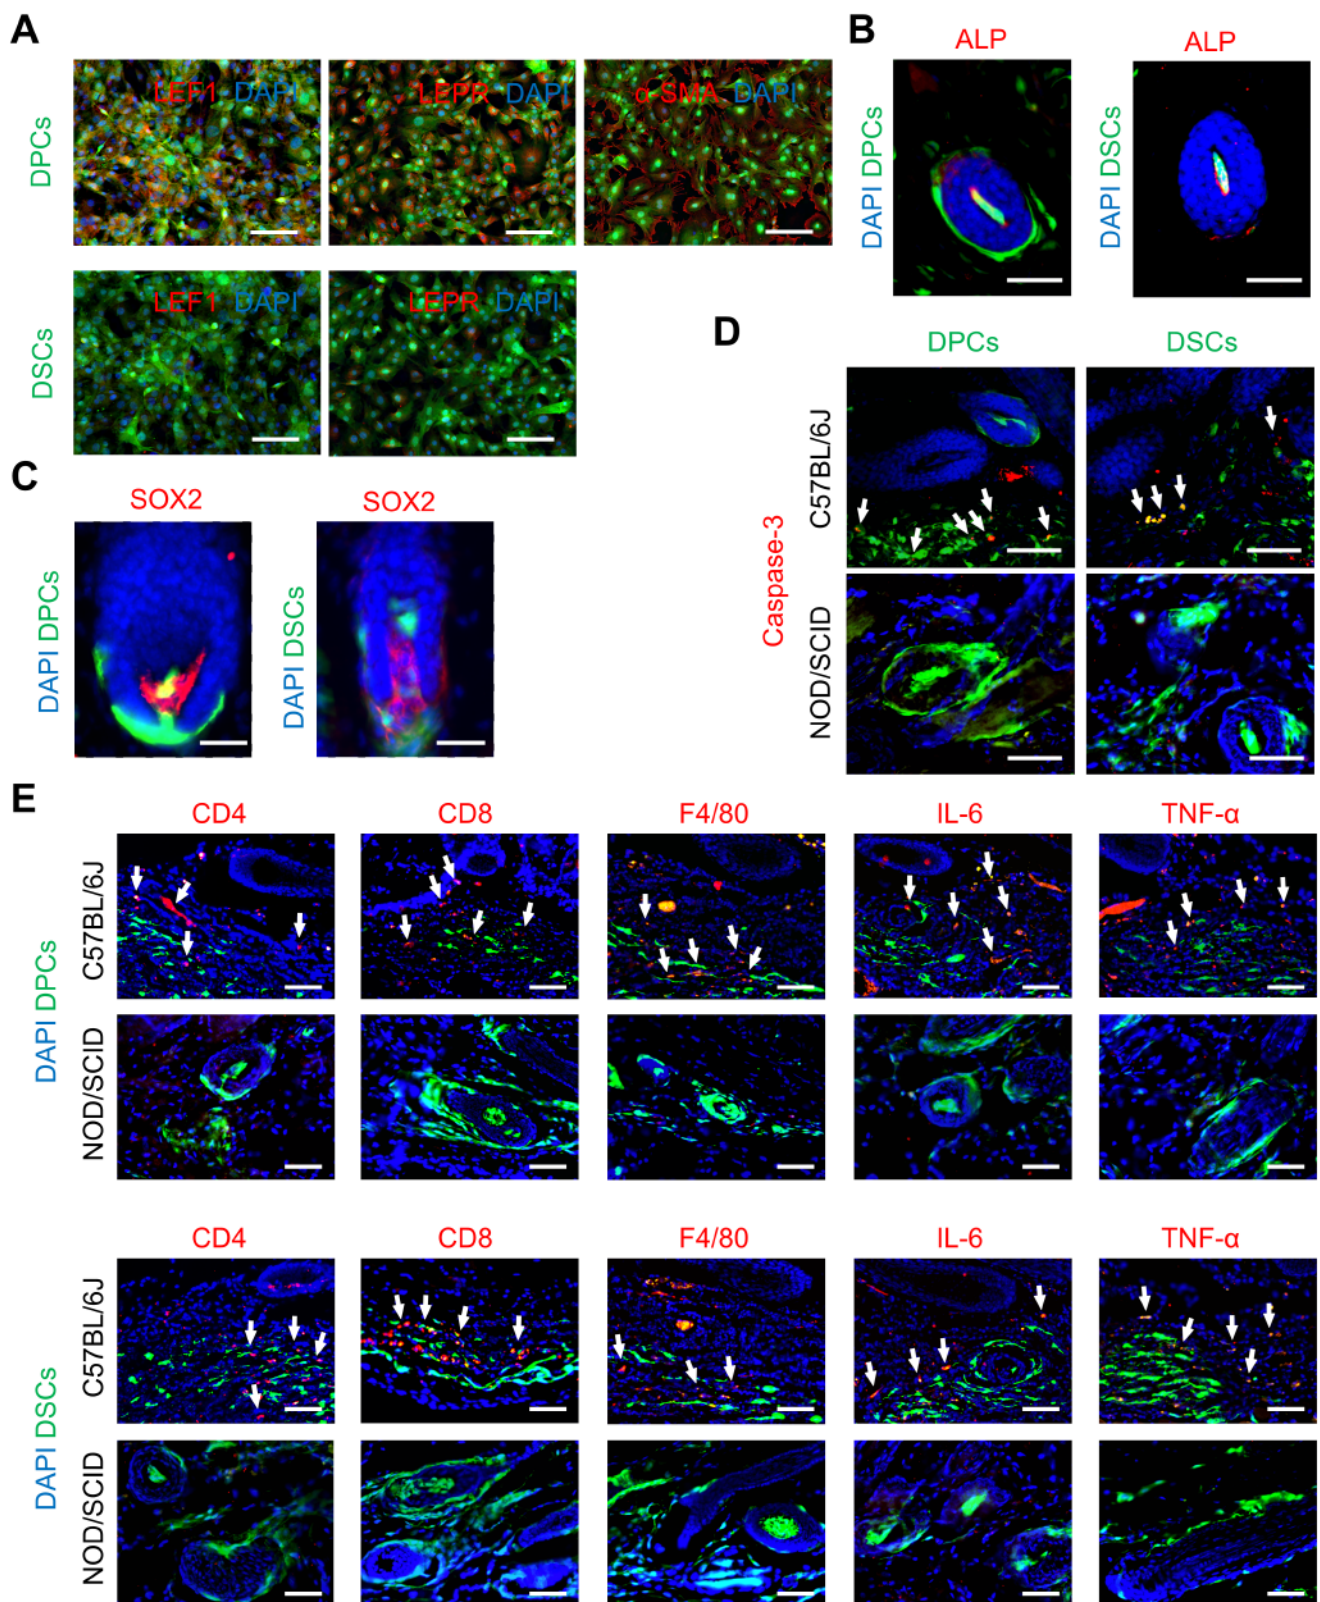

Supplemental Figure 2. Expression of follicle niche markers in homing hfMSCs and immunological rejection of the injected cells within C56BL/6 mouse. (A) Immunostaining for LEF1, LEPR and  $\alpha$ -SMA in 3rd-passage DPCs; Immunostaining for LEF1 and LEPR in 3rd-passage DSCs (representative of 3 experiments). (B) HF sections were harvested 2 weeks after intradermal injection of DPCs and DSCs into depilated NOD/SCID mouse skin. HF sections containing exogenous DPCs (green) and DSCs (green) were immunostained for ALP (red) (representative of 3 experiments). (C) HF sections were harvested 6 months after intradermal injection of DPCs and DSCs into depilated NOD/SCID mouse skin. HF sections containing exogenous DPCs (green) and DSCs (green) were immunostained for SOX2 (red) (representative of 3 experiments). (D and E) HF sections were harvested 2 weeks after intradermal injection of DPCs and DSCs into depilated NOD/SCID mouse and C57BL/6J mouse skin. The skin sections were immunostained for Caspase-3, CD4, CD8, F4/80, IL-6 and TNF- $\alpha$  (red, arrow) (representative of 3 experiments). Scale bars represent 100  $\mu$ m in (A); 25  $\mu$ m in (C); 50  $\mu$ m in (B, D and E).

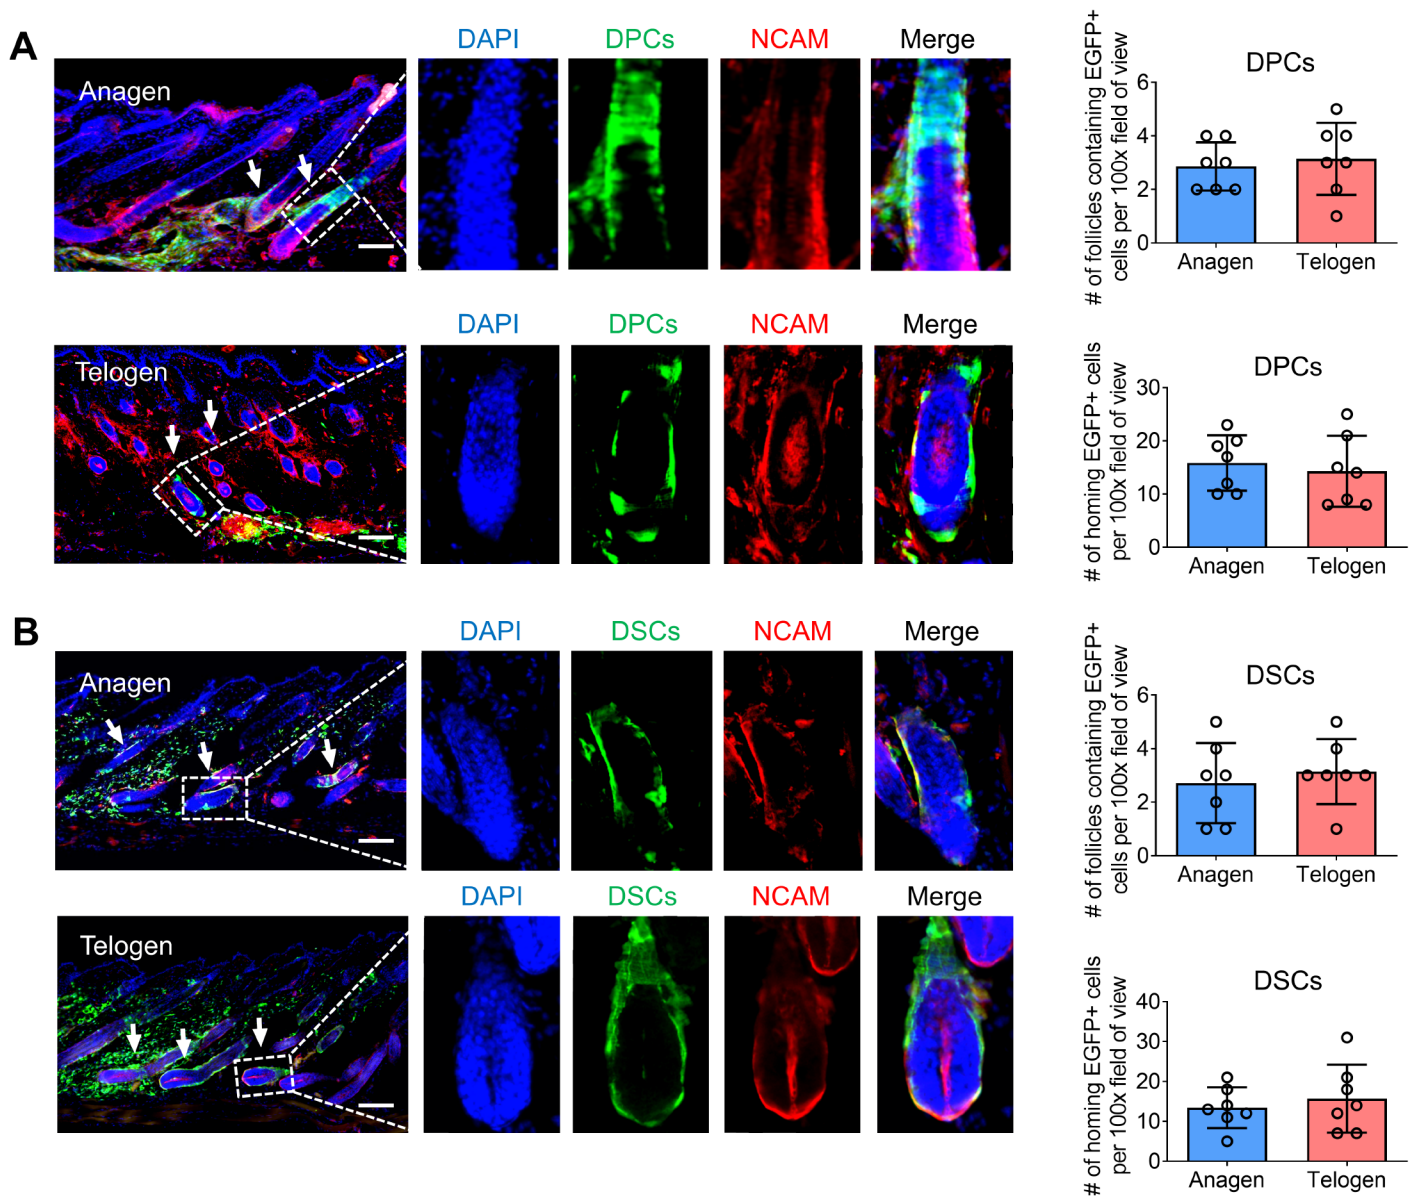

Supplemental Figure 3. HF cycle does not affect the homing of exogenous hfMSCs. (A and B) Dorsal skin sections were harvested 2 weeks after intradermal injection of DPCs and DSCs into anagen and telogen mouse skin, HF's containing exogenous DPCs (green, arrow) or DSCs (green, arrow) were immunostained for NCAM (red). Number of HF's containing EGFP+ transplanted cells and number of homing EGFP+ cells per 100× field of view (n = 7 skin sections from 4 mice per group). 2-tailed Student's t-test, mean ± SD, \*P<0.05; \*\*P<0.01; \*\*\* P<0.001. Scale bars represent 100 μm.

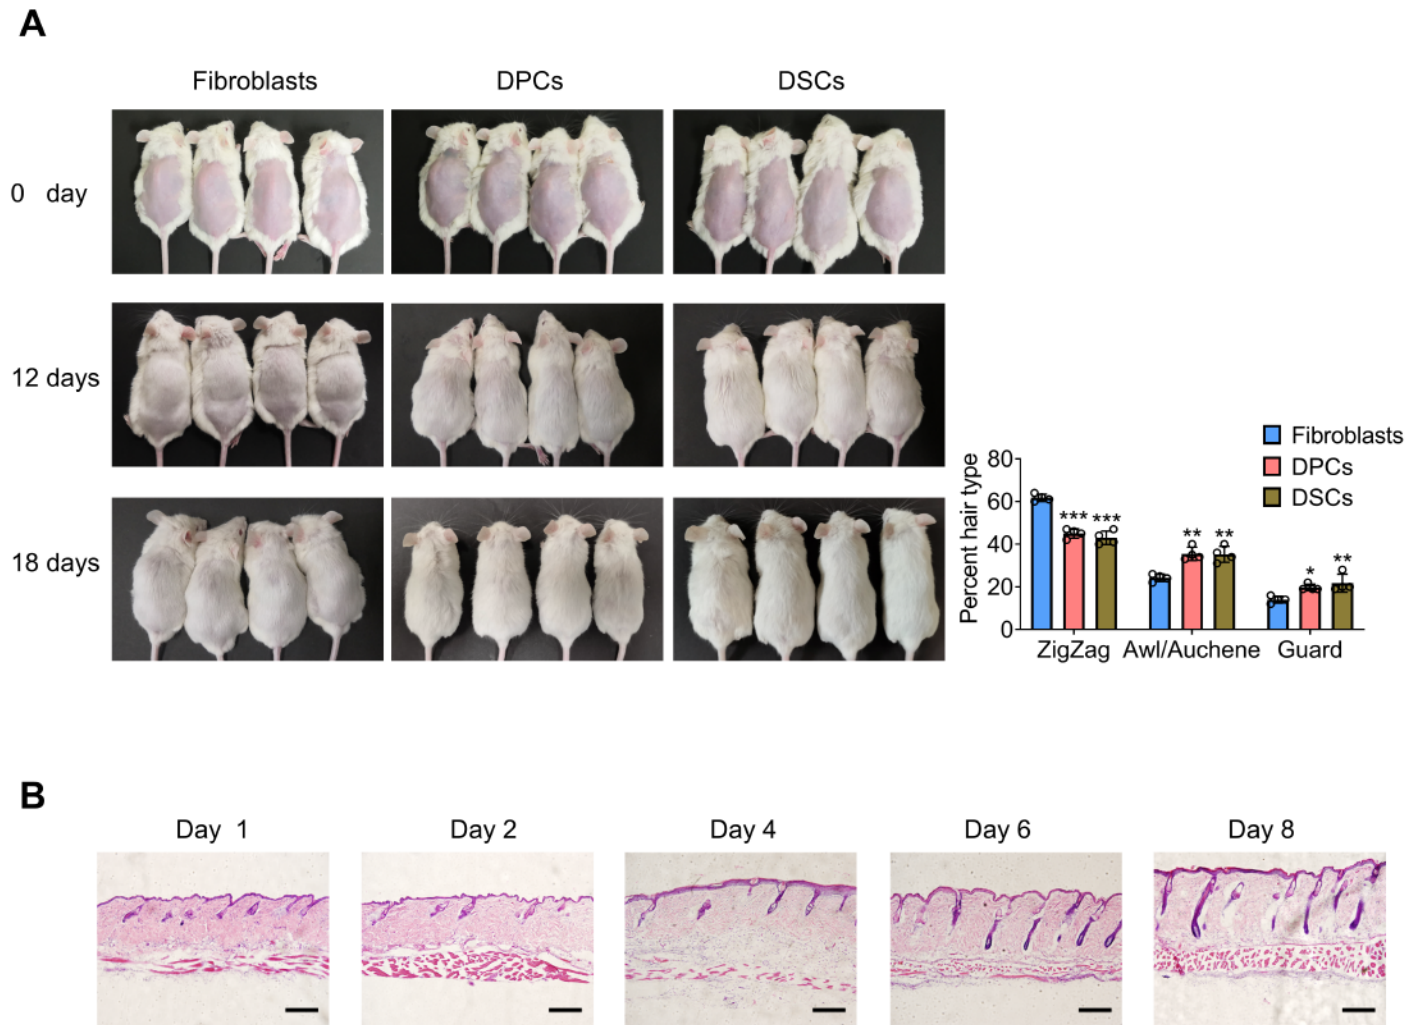

Supplemental Figure 4. Exogenous hfMSCs promote HF growth. (A) Assessment of hair growth in recipient mice after injection of DPCs, DSCs, and non-DPC, non-DSC dermal fibroblasts. Percentage of hairs of each type in mice of fibroblasts, DPCs and DSCs groups 12 days after depilation (n = 4 mice per group). 1-way ANOVA followed by Bonferroni's post hoc test, mean  $\pm$  SD, \*P<0.05; \*\*P<0.01; \*\*\* P<0.001. (B) Hematoxylin-Eosin staining showed HF morphogenesis at different times after skin depilation (representative of 3 experiments). Scale bars represent 400  $\mu$ m.

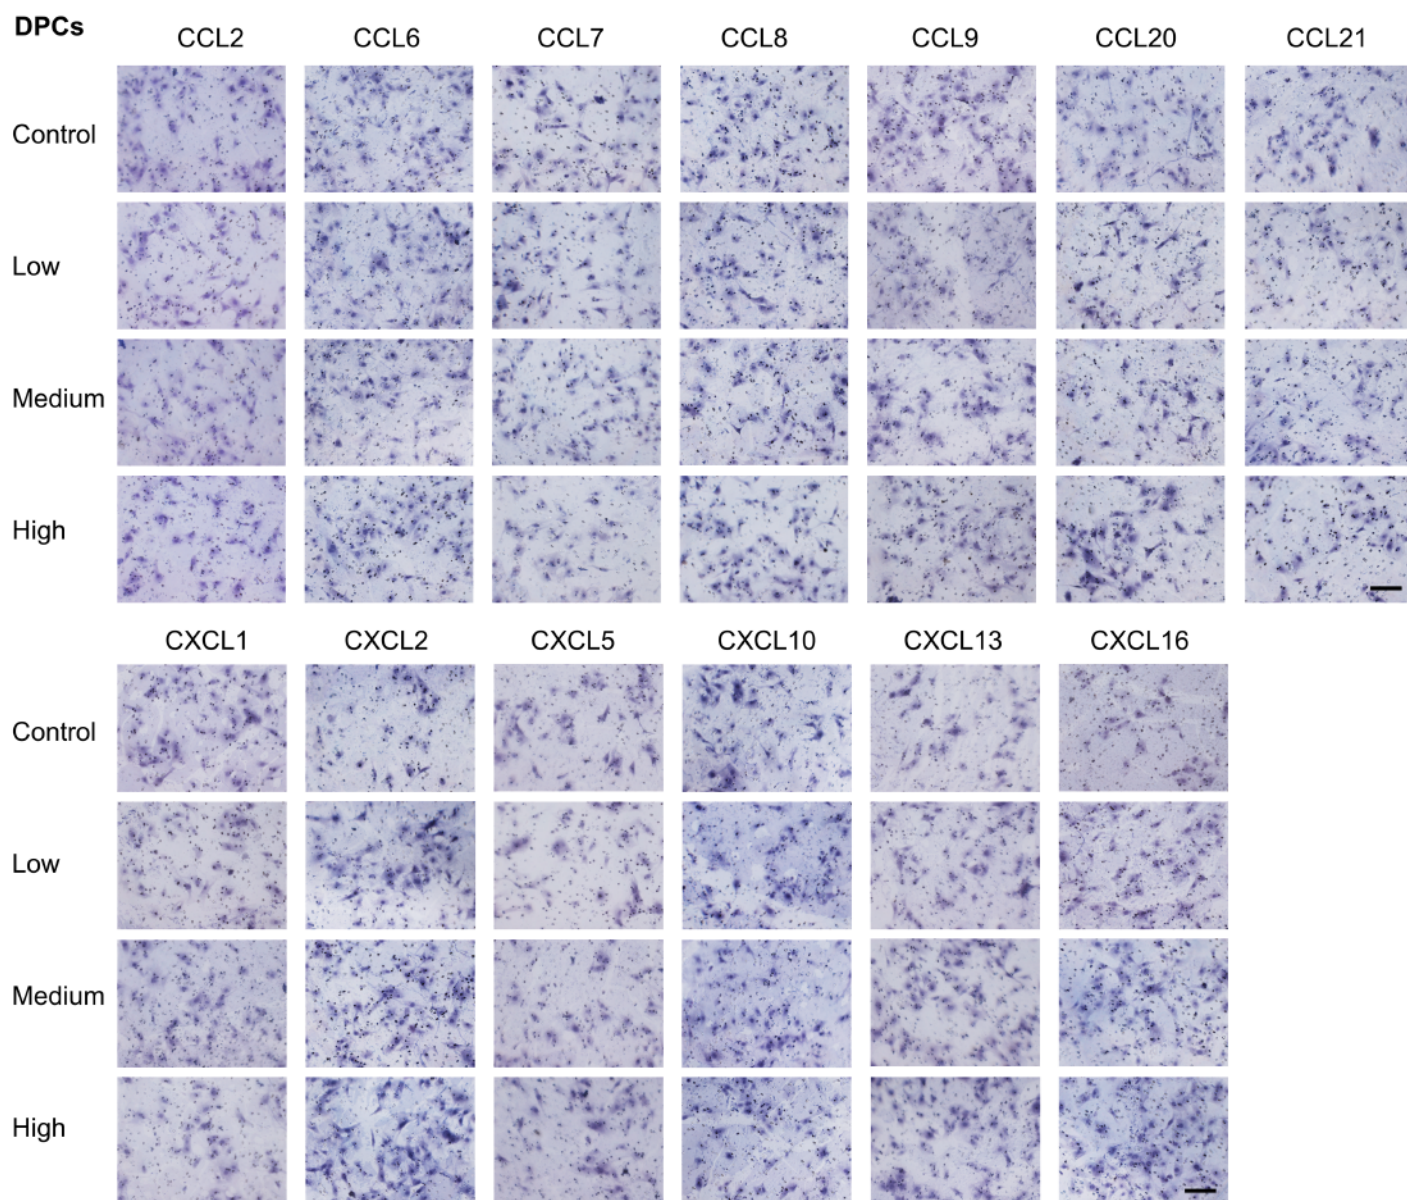

Supplemental Figure 5. Transwell chemotaxis assays showed the migratory response of DPCs to the sorted chemokines. The cells were grouped according to the concentration of chemokines (namely, Control: 0 ng/ml; Low: 5 ng/ml; Medium: 50 ng/ml; High: 500ng/ml). Scale bars represent 100  $\mu$ m.

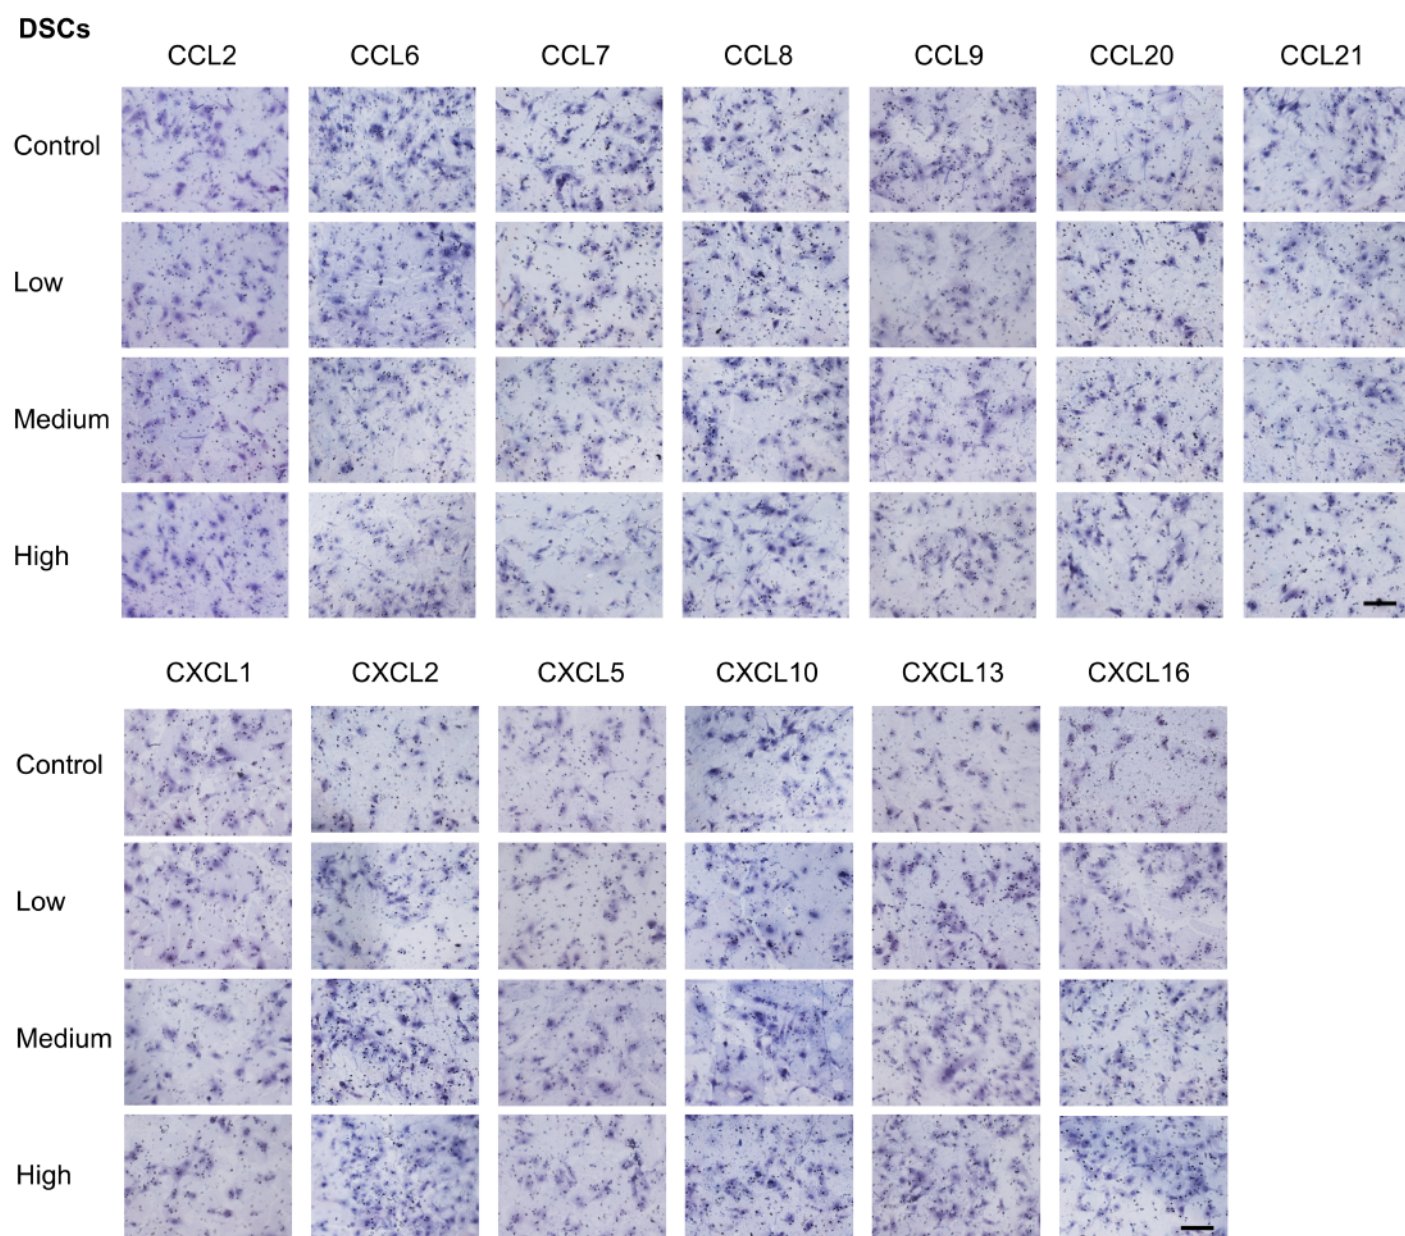

Supplemental Figure 6. Transwell chemotaxis assays showed the migratory response of DSCs to the sorted chemokines. The cells were grouped according to the concentration of chemokines (namely, Control: 0 ng/ml; Low: 5 ng/ml; Medium: 50 ng/ml; High: 500ng/ml). Scale bars represent 100  $\mu$ m.

DPCs

CXCL2

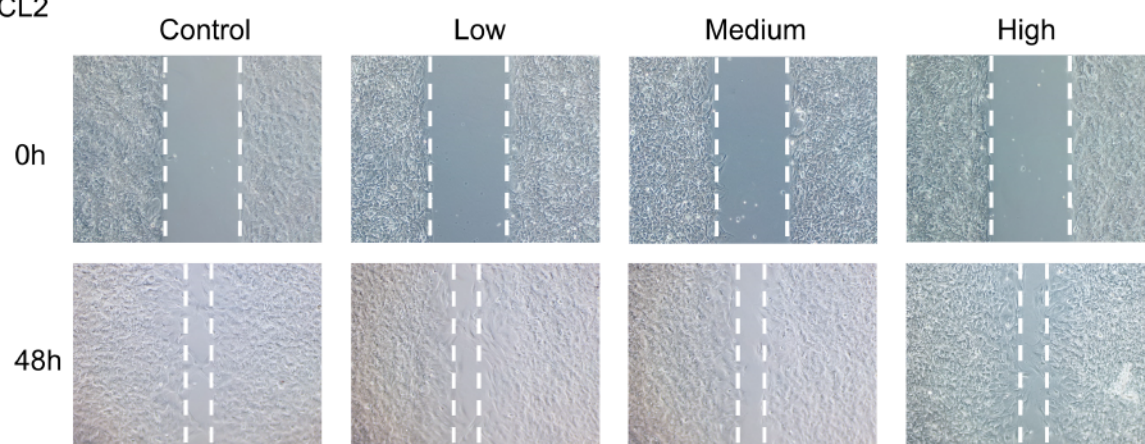

CXCL13

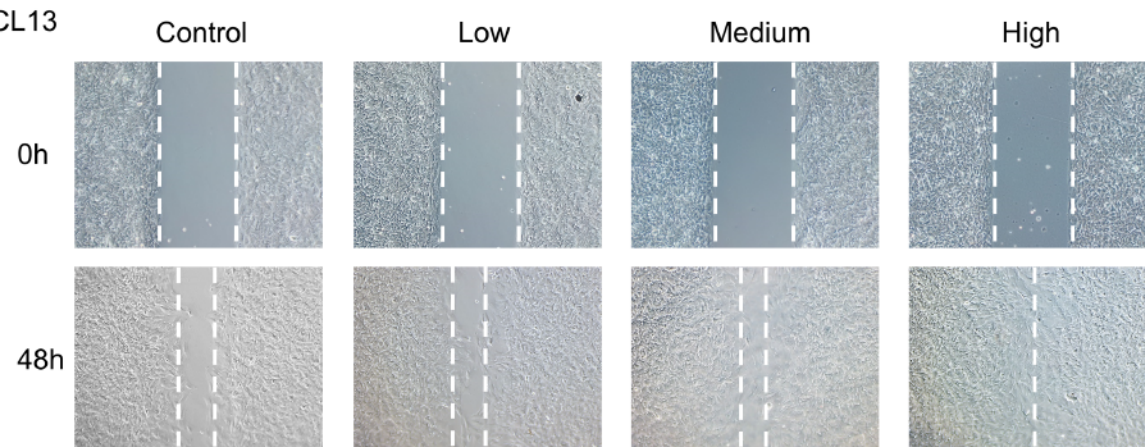

CXCL16

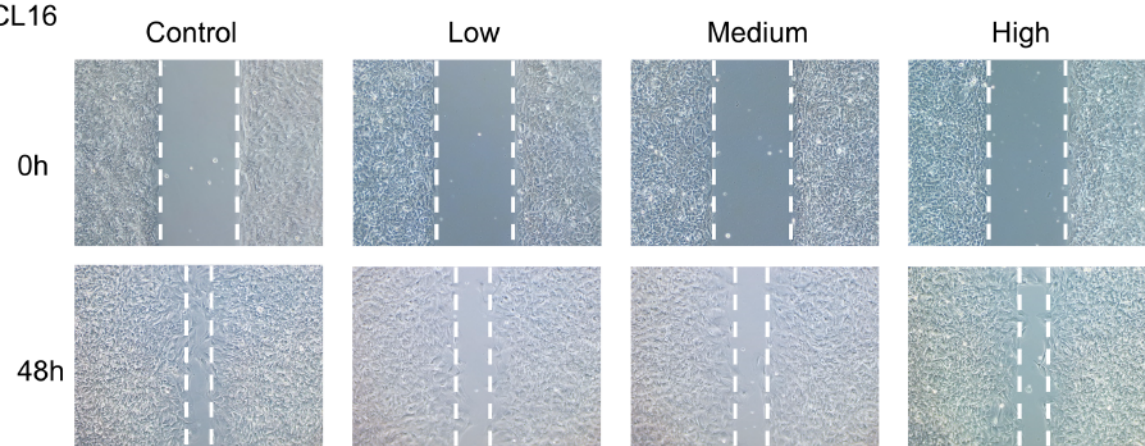

Supplemental Figure 7. Wound healing assays showed the chemotaxis effects of CXCL2, CXCL13 and CXCL16 on DPCs. The cells were grouped according to the concentration of chemokines (namely, Control: 0 ng/ml; Low: 5 ng/ml; Medium: 50 ng/ml; High: 500ng/ml).

DSCs

CXCL2

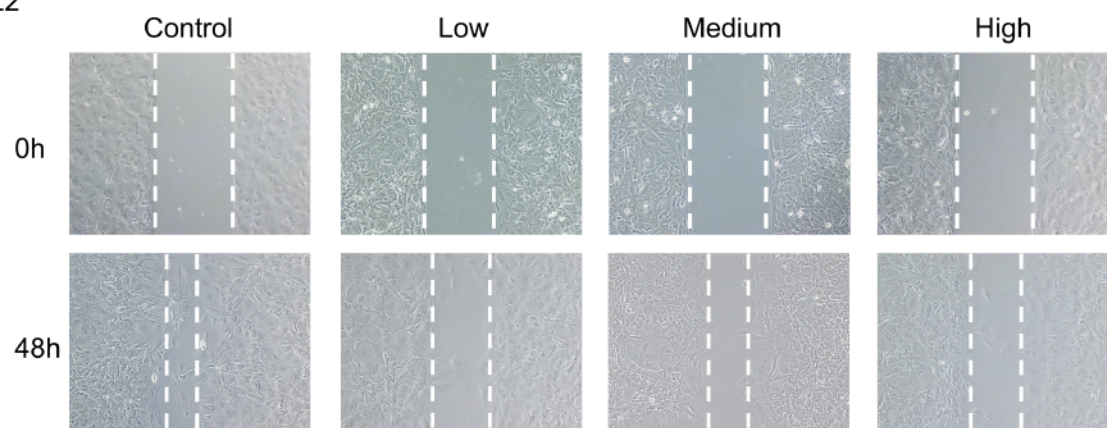

CXCL13

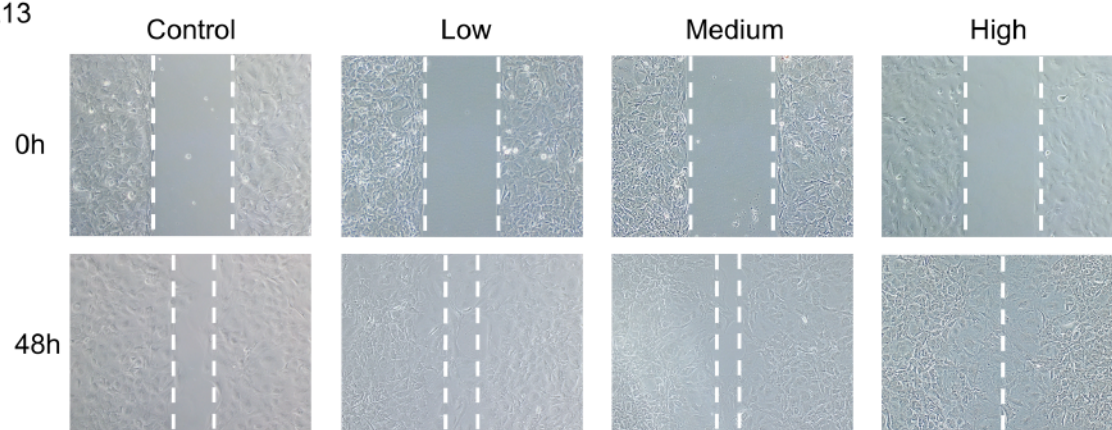

CXCL16

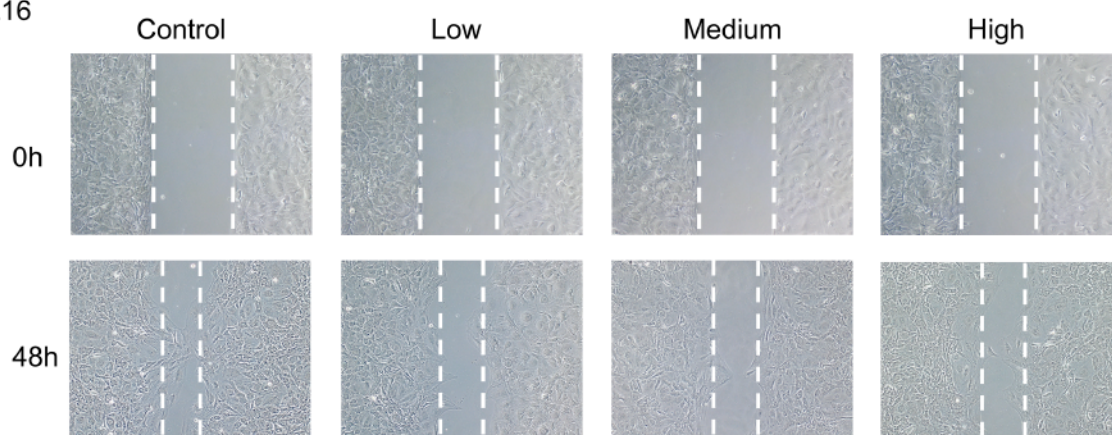

Supplemental Figure 8. Wound healing assays showed the chemotaxis effects of CXCL2, CXCL13 and CXCL16 on DSCs. The cells were grouped according to the concentration of chemokines (namely, Control: 0 ng/ml; Low: 5 ng/ml; Medium: 50 ng/ml; High: 500ng/ml).

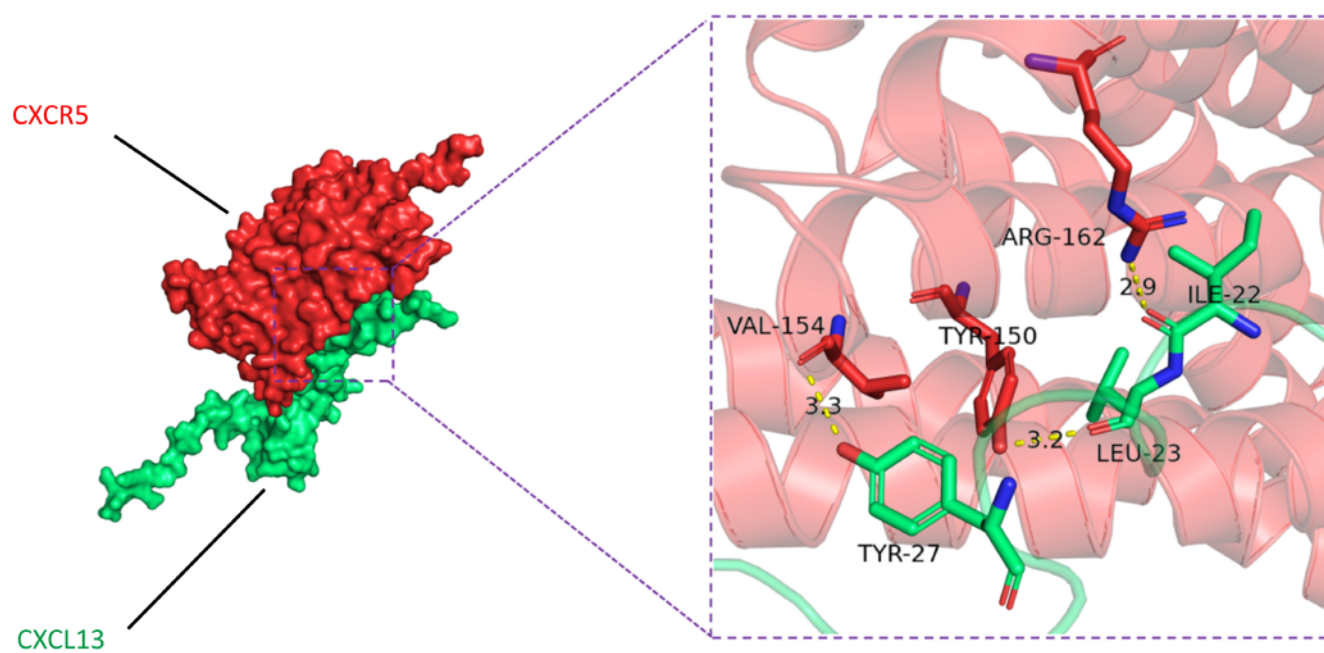

Figure S9. Molecular docking analysis of the interaction between CXCL13 and CXCR5.

## **Supplementary Methods and Materials**

### **Flow cytometry analysis of cell surface marker expression**

Mouse peripheral blood cells were firstly treated with red cell lysing buffer (Leagene, Beijing, China) for 10 min at 4 °C, and washed with phosphate-buffered saline (PBS from Invitrogen) twice. Cells were then suspended in PBS and stained by CD3-APC (BioLegend, 100235), CD4-PE (BioLegend, 100407) and CD8-FITC (Biorbyt, orb432810) antibodies for 30 min at 4 °C. The T lymphocytes was determined via analysing the data using BD FACSDiva™ Software.

Freshly isolated DPCs and DSCs (from adherent cultures) were characterized using flow cytometry analysis for their cell surface marker expression. Cells were trypsinized, collected, and washed with PBS twice. Cells were then suspended at a density of  $10^6$  /mL in PBS and stained with fluorescein isothiocyanate and phycoerythrin-conjugated monoclonal antibodies for 15 min at room temperature. The cell surface markers include CD90 (BioLegend, 105201), CD29 (BioLegend, 102201), Sca-1 (BioLegend, 160907), CD44 (BioLegend, 156007) and CD45 (BioLegend, 157213). For the control group, cells were stained with corresponding immunoglobulin isotypes.

### **Lentiviruses transfection and transient transfection**

Lentiviruses overexpressing mouse CXCR5-shRNA and empty vector were built by Shandong Vigene Biosciences Co., Ltd. (Shandong, China). 

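Short hairpin RNAs are transcribed as a sense arm, a loop and an antisense arm, and the antisense arm guides the cleavage of the matching mRNA. The sense arm of CXCR5-shRNA1, GCTCCATCACATACAATATGG, matches bases 72 to 92 of the first annotated Cxcr5 transcript of GENCODE M21, which is 2614 bases long. That of CXCR5-shRNA2, CCTCATAACAACGACTCCTTA, matches bases 626 to 646, and that of CXCR5-shRNA4, TGGCACACTGCTGTCTCAATC, bases 984 to 1004. Each of these sense arms is 21 bases long, is the exact complement of its antisense arm, and matches transcripts of no gene other than Cxcr5. The antisense arm of CXCR5-shRNA3, TAACACCATCCCATCACAAGC, is complementary to bases 742 to 762 of the same transcript. Its sense arm as printed in the extracted text, in which single bases can be lost, has 20 bases, is not the complement of the antisense arm and matches no transcript.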

The CXCR5-shRNA sequences were shown in Supplemental Table 3. For lentiviral transfection of DPCs and DSCs cells, 100 multiplicity of infection CXCR5-shRNA or empty vector lentiviruses

were added to a well containing  $5 \times 10^4$  cells, medium and 8  $\mu\text{g/ml}$  polybrene. After 24 h of incubation. Empty vector lentivirus was used as a control.

CXCR5-shRNA plasmids were purchased from Shandong Vigene Biosciences Co., Ltd. (Shandong, China). DPCs/DSCs at exponential growth phase were plated into 6-well plates for 24 h at a density of  $0.5 \times 10^5$  cells/mL, and transfected with 4  $\mu\text{g}$  plasmid using Lipofectamine 2000 reagent for 24 h (Invitrogen; Carlsbad, Calif, USA) in reduced serum medium (OPTI-MEM-I; Invitrogen) according to the manufacturer's protocol.

### **Skin sample preparation for RNA preparation and microarray**

To assess chemokine expression after NOD/SCID mice depilation, wax stripping was performed and the skin samples were collected at different time points after waxing, including 1h, 6h, 12h, 1 day, 2 days, 4 days and 6 days. To reduce the variation, we collect skin samples from three mice at each time point. After sacrificing the mice, the whole back skin was isolated and ground with liquid nitrogen. After grinding, total RNA of back skin was extracted using Trizol reagent (Invitrogen, Carlsbad, CA, USA) following the manufacturer's recommendations. RNA quality and quantity of all samples were evaluated by using Bioanalyzer 2100 and RNA 6000 Nano LabChip Kit (Agilent, CA, USA) with RIN number  $> 7.5$ . Qualified RNAs were used for further mRNA-seq analysis and qRT-PCR.

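RNA sequencing and RT-qPCR thus started from the same RNA preparations of back skin. The first counts fragments on every gene at once and relates them to the library total, and the second measures a chosen amplicon against an endogenous control in the same cDNA. A RIN, or RNA integrity number, scores how intact the ribosomal RNA of a preparation is. Sequencing data per time point were analysed here as 1 library, without a value per mouse.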

### **RT-qPCR**

Total RNA was polyadenylated and underwent reverse transcription using PrimeScript™ RT Master Mix (TaKaRa, Dalian, China). RT-qPCR was carried out using a SYBR®

Premix Ex Taq™ II (TaKaRa, Dalian, China) on a RocheLightCycler480 system. GAPDH was used as an endogenous control. 

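GAPDH encodes a glycolytic enzyme. In the sequencing libraries of the same RNAs its transcript, Gapdh, was at 344 TMM-normalized CPM at 0 h, 1691 at 1 h, 1273 at 4 h, 1217 at 12 h, 772 at 1 d, 790 at 2 d, 792 at 4 d and 378 at 6 d. Scaled to Gapdh in place of TMM normalization, a log2 ratio to 0 h therefore fell by 2.30 at 1 h, by 1.89 at 4 h, by 1.82 at 12 h, by 1.17 at 1 d, by 1.20 at 2 d, by 1.20 at 4 d and by 0.14 at 6 d. On that scale the peaks of the 13 chemokines and Ccl7 stayed above the 0 h level, with log2 ratios from 1.51 for Cxcl16 to at least 6.57 for Cxcl2. That of Cxcl13 was 4.31, at 1 d in place of 12 h, where the ratio was 18.3. Gapdh was lowest at 0 h and highest at 1 h, as was the share of skeletal muscle genes, with 1.36% and 10.9% of the counts. At 2 d and 6 d that share was 1.88% and 1.84%, while Gapdh was at 790 and 378 CPM. These values do not tell a change of Gapdh in the skin from unequal muscle in the samples, and scaling to Gapdh carries this limit.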

All samples were normalized to internal controls, and fold changes were calculated through relative quantification ( $2^{-\Delta\Delta CT}$ ). 

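The table of primers lists 29 pairs. Both primers were compared with the mouse transcripts of GENCODE M21, and 22 pairs matched the transcripts of exactly 1 gene with no mismatch. The CXCL13 pair (forward GGCCACGGTATTCTGGAAGC, reverse GGGCGTAACTTGAATCCGATCTA) gives a product of 108 bases from Cxcl13. The CCL21a pair gives 109 bases from Ccl21a alone, and the CCL21b pair (forward TCCCTACAGTATTGTCCGAGGC, reverse ATCAGGTTCTGCACCCAGCCTT) gives 141 bases from each of 5 genes, namely Ccl21a, Ccl21b, Gm10591, Gm13304 and Gm21541. The CXCR5 pair gives 105 bases from Cxcr5, and the CCR11 pair 111 bases from Ackr4, the current symbol of that receptor gene. For the other 6 pairs at least 1 primer had no exact match as printed in the extracted text, in which single bases can be lost. The GAPDH pair is one of these, and its reverse primer matched transcripts of 137 genes, Gapdh among them.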

The primers used are shown in **Supplemental Table 2**.

### **RNA library construction and sequencing**

The mRNA was isolated from approximately 6 µg (1µg per sample) of total RNA. Sequencing libraries were generated using NEBNext®Ultra™ RNA Library Prep Kit for Illumina® (NEB, Ipswich, USA) following the manufacturer's instructions. Briefly, mRNA was purified from total RNA using poly-T oligo-attached magnetic beads. Then the mRNA was fragmented into small pieces and then were reverse-transcribed into cDNA to create the final cDNA library. The library preparations were sequenced on an Illumina HiSeq 2500 platform and paired-end reads were generated.

### **cDNA library preparation**

Poly-A-containing mRNA molecules were purified using poly-T oligo-attached magnetic beads. After adding divalent cations, the mRNA was disrupted into short fragments under elevated temperature in NEB Next First Strand Synthesis Reaction Buffer (5X). First-strand cDNA was synthesized using reverse transcriptase (RNase H) and random primers and second-strand cDNA was synthesis with DNA polymerase I and RNaseH. Through exonuclease/polymerase activities, the remaining overhangs were converted into blunt ends. Following adenylation of 3' ends of DNA fragments, NEBNext Adaptor with hairpin loop structure was ligated for hybridization. Then the products were purified with AMPure XP system (Beckman Coulter, Beverly, USA) to select cDNA fragments of

200-250 bp in length. The adaptor-ligated cDNA was then purified and enriched with PCR using Phusion High-Fidelity DNA polymerase, Universal PCR primers and Index (X) Primer. Finally, the cDNA libraries were validated on the Agilent Bioanalyzer 2100 system.

### **Immunofluorescent staining**

Skin tissues were collected and fixed in 4% paraformaldehyde in phosphate-buffered saline (PBS), dehydrated, embedded in OCT compound, and sectioned at 8 to 10  $\mu$ m. All sections were permeabilized in 0.5% Triton X-100 in PBS and blocked for 1 h with 0.5% BSA in PBS. Next, sections were washed in PBS, and incubated with primary antibodies at 4°C overnight. Antibodies and dilutions used were: NCAM (Abcam, ab220360),  $\alpha$ -SMA (Abcam, ab32575), ALP (Affinity, AF2910-SP), SOX2 (Affinity, AF2018-SP), LEF1 (Abcam, ab137872), LEPR (Invitrogen, MA5-32685), CD4 (Abcam, ab183685), CD8 (Abcam, ab217344), F4/80 (Abcam, ab300421), IL-6 (Abcam, ab290735), TNF- $\alpha$  (Abcam, ab1793),  $\beta$ -catenin (Abcam, ab32572), Ki67 (Abcam, ab16667), Caspase-3 (Abcam, ab13847), CXCL16 (Affinity, DF13312), CXCL2 (R&D, AF-452-NA), CXCL13 (GeneTex, GTX108471), CXCR5 (Abcam, ab133706). After thorough rinsing with PBS, samples were incubated with Alexa Fluor-488 conjugated anti-mouse secondary antibody (Abcam, ab150117) or Alexa Fluor-594 conjugated anti-rabbit secondary antibody (Abcam, ab150080) for 1 h at room temperature. Nuclei were stained using 4 diamidino-2-phenylindole (DAPI).

Imaging was performed using Olympus BX63 microscope (Tokyo, Japan) and analyzed

using cellSens software (Olympus, Tokyo, Japan). Immunostaining intensity was assessed by quantitative immunohistomorphometry using ImageJ software (National Institutes of Health, Bethesda, MD), as described previously (1).

### **Transwell chemotaxis assays**

Cell migration was determined using 24-well transwell chambers with 8 µm pore size polycarbonate membranes (Corning Star; Cambridge, Mass, USA).  $1 \times 10^5$  cells were seeded on the top side of the membrane. The bottom chamber was prepared using 2% FBS with 0 ng/ml, 5 ng/ml, 50 ng/ml and 500ng/ml chemokines (CCL2, CCL6, CCL8, CCL9, CCL20, CCL21a, CCL21b, CXCL1, CXCL2, CXCL5, CXCL10, CXCL13 and CXCL16, purchased from PeproTech). Cells were allowed to migrate through the porous membrane for 24 h at 37°C. The cells that stuck to the lower surface of the membrane were treated with a fixation/staining solution (ethanol, hematoxylin) for visualization. The cells were counted under a microscope in 5 randomly selected fields (original magnification,  $\times 200$ ). At least 4 chambers from 3 different experiments were analyzed.

### **Wound healing assay**

Cell suspensions were prepared and seeded with Culture-Insert (Ibidi 80206, American) into each plate. Then, 70ul of cell suspension was placed into each well. The inserts were incubated at 37°C in 5% CO<sub>2</sub>, and were removed with sterile tweezers after 24h. The used wells were filled with DMEM and after treatment with 0 ng/ml, 5 ng/ml, 50 ng/ml and 500ng/ml chemokines (CCL2, CCL6, CCL8, CCL9, CCL20, CCL21a, CCL21b, CXCL1, CXCL2, CXCL5, CXCL10, CXCL13 and CXCL16, purchased from

PeproTech), the wound area was imaged with a reverse phase-contrast microscope (IX61 FL, Olympus, Japan) immediately, after 48h. The mean migration distance ( $\mu\text{m}$ ) was calculated by subtracting the length after 48 h from that at 0 h. The result was expressed as a migration index, ie, the distance migrated by treated cells compared with the distance migrated by control cells.

**Supplemental Table 1.** The receptors of chemokines up-regulated after skin depilation

**Supplemental Table 2.** RT-PCR primer sequences for chemokines and chemokine receptors

**Supplemental Table 3.** The sequences of CXCR5-shRNA

**Supplemental Table 4.** Up-regulated genes in high-passage DPCs and DSCs.

**Supplemental Table 5.** Down-regulated genes in high-passage DPCs and DSCs.

References:

1.Harries MJ, et al. Lichen planopilaris is characterized by immune privilege collapse of the hair follicle's epithelial stem cell niche. *J Pathol.* 2013;231(2):236-47.

How the deposited data were processed for this re-analysis (not part of the article)

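Gene expression in whole back skin of NOD/SCID mice was measured by RNA sequencing at 0 h, 1 h, 4 h, 12 h, 1 d, 2 d, 4 d and 6 d of wax depilation. Each time point is represented by 1 library, labelled with its time point. The third time point is 4 h in the labels and in Figure 8A and 6 h in the Supplemental Methods; 4 h was used, and 6 h was tried as an alternative. The Supplemental Methods describe NEBNext libraries of poly-A-selected RNA sequenced as paired ends on an Illumina HiSeq instrument, while the labels name a TruSeq kit. Whether the RNA of the 3 mice per time point was pooled is not said in the paper's text.

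The authors deposited a table of read counts on 51826 genes for the 8 libraries, as whole numbers without normalization. They also deposited FPKM values per library, a measure that relates reads to gene length and to the library's size. How that length and size were counted is not stated. The aligner, the counting program, its treatment of strand and of reads that match several genes, and the annotation release are not stated either. Because of this, genes with near-identical copies (Ccl21a, Ccl21b, Ccl19, Ccl27a and Ccl27b) and genes that overlap another gene (Cxcl10 with Art3, Cxcl16 with Zmynd15) have uncertain counts. Gene positions in the deposited tables are those of GRCm38, and transcript sequences were taken from GENCODE M21 of the same build. The ratios between FPKM values followed the ratios between total-scaled counts, with a median absolute log2 difference of 0.04 at 1 h, the largest of the 7 comparisons. Single genes departed further. The ratio of Cxcl10 at 1 h was 10.9 with total counts and 13.0 with FPKM and a pseudocount of 0.1, so a fixed length per gene was not used throughout. In a library of 29601099 to 41139052 counts, the floor of 3 counts corresponds to 0.0647 CPM at 0 h and 0.124 at 1 h. Among counts from 2 to 11, between 63.5% and 67.1% were even in each library. An interval from halved counts was therefore added as an alternative, chosen after seeing the data.

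Counts were normalized by the TMM method of edgeR 4.0.16 in R 4.3.3. Ratios to the 0 h library were computed from CPM, with counts of 3 or less set to 3, and exact Clopper-Pearson 95% intervals came from the binomial distribution of the counts of both libraries. These intervals compare libraries, not conditions, and cover counting error only. A chemokine was counted as higher where the ratio was at least 2 and the interval lay above 1. For the time course, a natural cubic spline with 3 degrees of freedom in log2(hours + 1) was fitted to genes with at least 10 counts in at least 2 libraries and tested with edgeR's quasi-likelihood F test with Benjamini-Hochberg adjustment. The scatter of the libraries around the curve served as the error, and corresponded to a biological coefficient of variation of 0.467. Serial dependence was tested by the von Neumann ratio of log2 CPM (prior count 2) over all 40320 orders of the libraries, one-sided. Lists of genes were described by the percentile of their median peak among 10000 random lists, in which each gene was drawn from the 200 genes nearest in mean expression. With 1 library per time point no p-value between conditions was computed.

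The alternatives set before the data were examined were DESeq2's size factors (DESeq2 1.42.0), scaling to total counts, scaling to Gapdh for the peaks of named chemokines, the FPKM values with a pseudocount of 0.1 or 1 (tested with limma 3.58.1), DESeq2's likelihood ratio test of the same spline, a spline with 2 degrees of freedom, time as rank, the third time point at 6 h, no filter on low counts, a filter of 10 counts in every library, other fold thresholds, a prior count of 0.5 for the serial test, the mean of 0 h and 1 h as the baseline, and each library left out in turn. Of 100 orders of the libraries along the time axis, the real one included, each was fitted in the same way.

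The procedures were tested on simulated data. With 200 genes given a smooth 8-fold change, 154 were recovered by the spline test, with 7 unchanged genes called, and with a 32-fold change all 200 were recovered. Of the unchanged genes, 4.21% had an unadjusted p-value under 0.05. The intervals covered a 4-fold ratio in 95.3% of 2000 draws of independent counts. As the intervals assume such counts, this checks their computation only and not their width where reads are counted in pairs. The serial test called 3% of 300 unordered series.

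The genes named are the 13 chemokines of the results text and Ccl7 of Figure 8A, every other chemokine gene with at least 10 counts in 1 library and a peak ratio of 4 or more, the receptors of Supplemental Table 1, and, of the genes past the threshold of the time-course test, the 3 with the largest rise and the 3 with the largest fall, and the genes of the marker lists; this rule was set before the data were examined. Some of the receptors are not reported here. Also set before were lists of marker genes for neutrophils, macrophages, T cells, B cells, skeletal muscle, adipocytes, blood, lymph node, lymphatic endothelium, female and male mice, evening and morning clock genes, immediate early genes, hair shaft and anagen follicle, proliferation, apoptosis and stressed keratinocytes. Lists for the dermal papilla and for fibroblasts were written after the hair shaft genes had been seen. Transcripts of the chemokines were compared with all other transcripts by blastn 2.17.0, with matches of at least 100 bases and 95% identity reported. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. The RT-qPCR, chemotaxis, wound healing and staining data, and the expression data of cultured cells, were not analysed here.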

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

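The tests in this part were chosen after the results had been seen, as was the separation of Cxcl9 and Cxcl17 from the other chemokines. All values are ratios or median ratios to the single 0 h library, without a replicate check, and each concerns genes whose levels in these libraries the paper does not report.

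Of 23 chemokine genes outside the paper's list with at least 10 counts in 1 library, 13 were at least 4-fold higher than at 0 h in 1 library or more. Falls were not counted in this. At 2 d, Ccl27b, which is not among the 13, was at 0.108 times the 0 h level, and Cxcl9, which is, at 0.366 times. Ccl11 was 5.33 times the 0 h level at 4 h and Ccl17 17.4 times. At 1 h, Ccl5, on 5 counts at 0 h, was at 17.7 times (7.04 to 56.9). Cxcl9 was at 5.60 times in that library and Ccl4, with no count at 0 h, at least 91.5-fold higher. At 12 h, Ccl22 was at 9.22 times and Ccl3, on 8 counts at 0 h, at 33.9 times (16.9 to 79.6). Cxcl3, on 3 counts at 0 h, was then at 149.8 times, with an interval from counting error of 50.8 to 730.2. Ppbp, on 6 counts at 0 h, was at 32.0 times at 1 d (14.2 to 88.9). At 2 d, Ccl12 was at 19.2 times, Pf4 at 21.9 times and Cxcl17 at least 8.87-fold higher, on 24 counts. Ccl24 was at 5.51 times at 6 d. The choice of scaling as the whole explanation is argued against for 11 of the 13, whose peak ratios were at least 2 under DESeq2's size factors, total counts, scaling to Gapdh and the FPKM values. For Cxcl9 the smallest ratio under these scalings was 1.18, and for Cxcl17 it was 1.66. A factor per library moves all genes alike, so both were also set against fibroblast genes of the same library. The lower end of the interval of Cxcl9 was 2.52 times the median ratio of the fibroblast genes, which argues against scaling for Cxcl9 too. That of Cxcl17 was 1.20 times, and for Cxcl17 scaling and a change of the gene cannot be told apart on its 24 counts. Reads shared with the paper's 13 chemokines were tested through transcript matches: 1 of the 13 genes, Cxcl3, matches Cxcl2, over 116 bases, so such reads cannot explain the pattern as a whole and stay open for Cxcl3. A difference between the mice of the 0 h library and the others stays open, as does, untested, a response of the skin to depilation.

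Skeletal muscle genes (12 genes, all above 3 counts at 0 h) had a median of 12.7 times the 0 h level at 1 h and declined in each library to 2 d. A scaling factor is argued against, since the muscle genes rose 7.21-fold relative to fibroblast genes between 0 h and 1 h, which no factor per library changes. A lower share of follicle transcripts in the 1 h library would raise the genes of all other cell types alike. The medians of the skeletal muscle, blood, fibroblast and adipocyte lists differed by 3.37 on the log2 scale between 0 h and 1 h, which argues against it as the whole explanation. The amount of the muscle layer under the skin taken with each sample is a candidate explanation that stays open, as no value in these libraries measures the dissection, and so does a biological change of the muscle, which was not tested.

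The median of 8 immediate early genes was 7.63 times the 0 h level at 1 h, and scaled to Gapdh its highest value was 1.55. Relative to fibroblast genes, which a factor per library would move alike, the median rose 4.34-fold, and 7 of the 8 genes rose more than any of 6 fibroblast genes, whose log2 ratios lay between 0.11 and 1.21. Scaling is argued against as the whole explanation, although it sets the size of the rise. The median of 6 stressed keratinocyte genes was 281 times the 0 h level at 2 d. Its smallest peak under another scaling was 122, on Gapdh, which argues against scaling. All genes of both lists were above 3 counts at 0 h. Krt6b, the most abundant of the second list, reached 4749 CPM. A response of the epidermis to the wax is a hypothesis for both lists; tissue handling before RNA extraction was not tested and may contribute to the 4.34-fold rise of the first.

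Among lists of blood and vessel cells, the median of 9 neutrophil genes was 12.6 times the 0 h level at 2 d, that of 8 macrophage genes 6.57 times at 2 d, that of 5 blood genes 4.26 times at 1 h and that of 4 genes of lymphatic endothelium 4.45 times at 12 h. Under other scalings the smallest peak was 2.88 for neutrophil genes (FPKM with a pseudocount of 1), 4.65 for macrophage genes, 2.23 for lymphatic endothelium and 1.25 for blood (all on Gapdh). Scaling is thus argued against as the whole explanation for the first 3. It is argued against for blood as well, since the blood genes rose 2.43-fold relative to fibroblast genes at 1 h, and each of the 5, with log2 ratios from 1.79 to 2.23, rose more than any fibroblast gene. Of the neutrophil genes only 4 were above 3 counts at 0 h, so their median is partly a bound, and S100a8 and S100a9, which keratinocytes also express, were the most abundant, S100a9 with 153 CPM at 2 d. The most abundant of the others was Csf3r with 24.0. Entry of neutrophils and macrophages into the skin may underlie the rise of their genes, which the 2.88 and 4.65 leave open. Unequal amounts of blood in the samples stay open as well, and neither was tested further.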

How the results depend on the processing

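No paired analysis was possible because each time point has 1 library.

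The number of the 13 chemokines higher after depilation was 13 under DESeq2's size factors, total counts, both pseudocounts of the FPKM values, thresholds of 4-fold and 1.5-fold, the interval from halved counts, which was chosen after seeing the data, and each of the 7 fits without 1 later library; it was 12 with the mean of 0 h and 1 h as the baseline. Peaks of single chemokines kept their direction under every alternative, with log2 ratios from 0.92 for Cxcl10 against the mean of 0 h and 1 h to at least 8.36 for Cxcl2 under DESeq2's size factors. The value of 0.92 is low by construction, as that baseline holds the peak library of Cxcl10. Of the 14 chemokine peaks including Ccl7, those that moved outside their counting interval numbered 1 with DESeq2's size factors, 10 with total counts, 14 with scaling to Gapdh, 9 and 14 with the FPKM values at pseudocounts of 0.1 and 1, and 11 with the other baseline, and all of these were lower. The median log2 ratio to 0 h of all genes was between -0.02 and 0.06 with TMM. Scaling by total counts shifted every gene, and so this median, by -0.69 at 1 h, -0.53 at 4 h, -0.27 at 12 h, -0.37 at 1 d, -0.26 at 2 d, 0.00 at 4 d and -0.14 at 6 d. In the FPKM values the median itself was -0.63 at 1 h, -0.51 at 4 h, -0.25 at 12 h, -0.26 at 1 d, -0.19 at 2 d, 0.04 at 4 d and -0.10 at 6 d with a pseudocount of 0.1, and -0.36 at 1 h, -0.28 at 4 h, -0.15 at 12 h, -0.15 at 1 d and -0.11 at 2 d with a pseudocount of 1.

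The number of genes that change with time was 9, against 97 with total counts, 60 with FPKM and a pseudocount of 0.1, 2082 with DESeq2's likelihood ratio test, 60 with 2 degrees of freedom, 14 with time as rank, 4 with no filter on low counts and 5 with 10 counts in every library; it was 10 with DESeq2's size factors, 6 with the third time point at 6 h and 6 with a pseudocount of 1. It ranged from 0 to 210 across the 8 fits that each left out 1 library, with 0 without the 4 h, 4 d or 6 d library, 1 without 1 d, 2 without 2 d, 5 without 12 h, 27 without 1 h and 210 without 0 h. Each of these fits had 1 library less; beyond that, the cause was not tested. The number of the 13 chemokines past the threshold over all genes was 0, with 11 unadjusted, against 1 with total counts, 2 with FPKM and a pseudocount of 0.1 and 9 with DESeq2's likelihood ratio test; it was from 0 to 1 when 1 library was left out, with 1 without the 0 h library. Adjusted over the list alone the number was 9, and from 3 to 11 when 1 library was left out, with 3 without the 4 h library and 5 without the 6 d library. Under the other alternatives it was between 8, where only 10 of the 13 passed the stricter filter, and 12. The cause of these differences was not tested.

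The number of chemokines with serial dependence was 0 after adjustment, with 4 unadjusted, and was 0 with DESeq2's size factors, total counts, both pseudocounts of the FPKM values and a prior count of 0.5. It was from 0 to 1 when 1 library was left out, with 1 without the 0 h library. The unadjusted number of 4 rested on single libraries. It was 0 without the 1 d library, 1 without the 12 h library, 2 without the 1 h, the 4 h or the 2 d library, 4 without the 6 d library and 5 without the 0 h or the 4 d library. The median peak log2 ratio of 4.80 became 4.43 with total counts, 4.43 and 3.82 with FPKM at pseudocounts of 0.1 and 1, 3.29 with the mean of 0 h and 1 h as the baseline, and from 4.46 to 4.80 without 1 later library; its percentile was 100 in each case.

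The numbers of genes at least 4-fold from 0 h became, with a threshold of 2-fold, 8596 at 1 h, 8437 at 4 h, 7506 at 12 h, 7490 at 1 d, 7032 at 2 d, 4213 at 4 d and 4939 at 6 d. With 10 counts in every library, which tests fewer genes, they were 2221, 2044, 1617, 1375, 1233, 353 and 572 in the same order. With FPKM and a pseudocount of 1, which shrinks ratios of low genes, they were 1507, 1286, 971, 920, 809, 291 and 339, and with a pseudocount of 0.1 they were 755 at 4 d and 908 at 6 d. The share of higher genes also moved. With TMM it was 58.8% at 1 h, 47.2% at 4 h, 52.5% at 12 h, 57.4% at 1 d, 56.1% at 2 d, 55.9% at 4 d and 69.7% at 6 d. With total counts it was 28.9% at 1 h, 25.4% at 4 h, 39.7% at 12 h, 40.6% at 1 d and 44.8% at 2 d. With FPKM and a pseudocount of 0.1 it was 29.0% at 1 h, 25.3% at 4 h, 38.3% at 12 h, 42.2% at 1 d and 45.3% at 4 d, and with a pseudocount of 1 it was 31.7%, 29.9% and 37.0% at 1 h, 4 h and 12 h and 28.9% at 4 d. With a threshold of 2-fold it was 66.1% at 4 d, and with 10 counts in every library 67.3% at 2 d, 67.1% at 4 d and 88.1% at 6 d. The depth limits Ccl20 and Cxcl2 most, with 6 and 0 counts at 0 h, so the size of their rise is known only to a wide interval or as a bound.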

Differences from the paper's values

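Fold changes of Figure 8A, measured by RT-qPCR and read by eye, were set beside the ratios of the libraries at the same time points, for 14 genes at the figure's peak and 12 genes at 4 d. The paper's errors are SDs. With TMM normalization 7 of these 26 values differed, and the others lay within 1.5 times of each other or within the paper's SD. The RT-qPCR of the paper was normalized to GAPDH, and with the libraries scaled to Gapdh 23 of the 26 values differed, 12 of 14 at the peak and 11 of 12 at 4 d. The number was 7 with DESeq2's size factors, 8 with total counts, 8 and 16 with FPKM at pseudocounts of 0.1 and 1, and 21 with the mean of 0 h and 1 h as the baseline. That last baseline includes depilated skin at 1 h, so its ratios are not fold changes against 0 h. For Cxcl13 at 12 h the paper's value is about 47 in Figure 8A, read by eye, and the ratio was 64.7 with TMM normalization and 18.3 with scaling to Gapdh.

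At the peak, the paper's value for Ccl21a at 2 d is about 15 in Figure 8A, read by eye, and the ratio of the libraries was 8.67; the alternatives set before the data were examined gave 3.77 to 8.36 and none closed the gap. For Cxcl1 at 12 h the paper's value is about 56 in Figure 8A, read by eye, and the ratio was 21.8; the alternatives gave 2.22 to 21.2 and none closed the gap. For Cxcl2 at 12 h the paper's value is about 190 in Figure 8A, read by eye, and the library was at least 337-fold higher than 0 h. The 95% interval of this ratio, 115 to 1639, holds the paper's value, so the difference is within counting error. With total counts (at least 280.0-fold) and with scaling to Gapdh (at least 95.3-fold) the bound was not over 1.5 times the paper's value, and with DESeq2's size factors (at least 328-fold) it was. In the FPKM values Cxcl2 is listed at 0 at 0 h, so that the pseudocount alone sets the baseline of the ratio. That ratio was 170.2 with a pseudocount of 0.1, within 1.5 times of the paper's value, and 17.9 with a pseudocount of 1, and neither is a measured fold change. With the mean of 0 h and 1 h as the baseline the ratio was 9.81, and the gap did not close.

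At 4 d, the paper's value for Ccl2 is about 6.6 in Figure 8A, read by eye, against 1.17 in the libraries. For Ccl6 it is about 4.6 in Figure 8A, read by eye, against 1.19. For Cxcl1 it is about 27 in Figure 8A, read by eye, against 0.748, and for Cxcl13 about 3.7 in Figure 8A, read by eye, against 1.505. None of the alternatives set before the data were examined closed these 4 gaps, with ratios from 0.126 to 1.21 for Ccl2, 0.518 to 1.20 for Ccl6, 0.0763 to 0.897 for Cxcl1 and 0.530 to 1.51 for Cxcl13.

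In Figure 8A Cxcl1 is highest at 12 h, and in the libraries it was highest at 4 h, with a ratio of 52.9. Ccl2 is highest at 1 d in the figure; in the libraries the ratios at 4 h and 1 d were both 27.9.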

Other observations

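The tests of hair follicle genes and of the hair cycle were chosen after the values had been seen. So were those of the 4 d library, of the share of follicle transcripts and of the order for the chemokines alone. The 4 h and 12 h values used for the neutrophil test were chosen then too. The same holds for Xist alone for the sex of the mice and for 3 vessel markers for the lymph node. The other tests were chosen before.

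Hair follicle genes set the 0 h library apart. The median log2 ratio to 0 h of 19 hair shaft and follicle genes, with counts of 3 or less set to 3, was -9.88 at 1 h, -10.18 at 4 h, -10.22 at 12 h, -9.76 at 1 d, -8.06 at 2 d, -4.35 at 4 d and -2.06 at 6 d. Krt71 went from 1841 CPM at 0 h to 0 at 1 h. The median of 8 proliferation genes was -4.10 at 1 h, -4.54 at 4 h and -0.58 at 4 d. Waxing pulls out hair shafts and epithelium and may account for part of this, but it leaves the dermal papilla in the skin, and relative to fibroblast genes the median of 10 dermal papilla genes changed by -2.72 between 0 h and 1 h. This argues against removal by the wax as the whole explanation. A hypothesis that the tests leave open is that the mice of the 0 h library were in another phase of the hair cycle than those of the later libraries: 9 of the 10 dermal papilla genes were at least 2-fold lower at 1 h relative to fibroblast genes, as this would need. The dermal papilla list had a median of -4.00 at 2 d and 0.24 at 4 d, and the fibroblast list ranged from -0.15 at 4 h to 1.81 at 6 d. The paper's text does not name the hair cycle phase of the mice sequenced. A library under another label was not tested.

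Several explanations of the chemokine changes other than the time since depilation were tested. The hair cycle phase of the 0 h library alone would leave the chemokines, apart from the spread between mice, at one level from 1 h to 2 d, when hair shaft genes were nearly absent throughout. Among these libraries 12 of the 13 varied at least 2-fold, but so did 5 of 6 fibroblast genes. The highest level was 1.99 to 4.37 times the lowest for the fibroblast genes, and 11 of the 13 chemokines varied more than any of these. Cxcl5 varied most, at least 177 times, with its count of 0 at 1 h set to 3. As the study chose the 13 on these libraries, and the spread of the chemokines between mice of one time point was not measured, the phase of the 0 h library and a change with time cannot be told apart by this. A lower share of follicle transcripts alone is argued against for 12 of the 13, since in the library of each gene's peak the smallest ratio relative to the median of the fibroblast genes was 2.93. For the 6 d value of Ccl8 it was 1.95. The log2 ratio of Ccl8 there was 2.78 and that of the highest fibroblast gene 2.76, so that for Ccl8 at 6 d this share and a change of the gene cannot be told apart. In the 2 d library the log2 ratio of Ccl8 was 2.75 and that of the highest fibroblast gene 1.76, so this limit concerns the 6 d value. Muscle genes took a smaller share of the counts at 0 h (1.36%) than in any later library. Dilution by muscle would thus lower the later ratios, not raise them. With the muscle genes left out of the library totals the smallest peak ratio was 5.51. As leaving them out can only raise these ratios, this cannot decide whether muscle tissue brought in chemokine transcripts. Time of day is argued against as the whole explanation, because the genes that peaked at 12 h were still at least 10.3 times the 0 h level at 1 d; this assumes that the 0 h and 1 d skin was taken at the same hour, which the paper's text does not state. The medians of the evening and the morning clock genes were 0.73 and 0.14 at 12 h, 1.43 and 1.14 at 1 h and 1.48 and -0.61 at 4 d. A mix of male and female mice is argued against, since Xist was at most 0.345 CPM in any library, while the median of 4 Y-linked genes lay between -0.40 and -0.01. Kdm5d, one of the 4, varied more than 2-fold, from 39.8 CPM at 0 h to 15.8 at 4 h, so the Y-linked genes do not bear on this by themselves. For Ccl21a, Ccl21b and Cxcl13, lymph node tissue in the samples and a change within the skin cannot be told apart. Glycam1, Madcam1 and Chst4, markers of lymph node vessels, never passed 0.951 CPM, but their level in the lymph nodes of a strain without functional T and B cells is not known from these libraries. Cr2 and Fcer2a are B cell genes and do not bear on it in this strain. Ccl19 was highest at 4 h with 2.21, and the median of the lymph node list was highest at 1 h, at 0.94. What stays open are differences between the mice of single libraries and chemokine transcripts from unequal muscle, and, as a biological explanation, a response to depilation.

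Chance in the order of the libraries was tested by refitting the time course. Of 100 orders, the real one included, 5 gave at least as many genes past the threshold as the real order, so that the count of 9 genes is within what other orders of these libraries give. The median of the other orders was 0 and the largest count 299. For the 13 chemokines, 1 of the 100 orders, the real one, gave 11 or more with an unadjusted p-value under 0.05, and the next highest number was 8. Since the study chose these genes for their rise over time, the chance order and a real time course cannot be told apart for them by this count.

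Neutrophils express Cxcl2, and their entry is a candidate explanation for part of the rise of Cxcl2 and Cxcl5. The median of the neutrophil list was 3.54 on the log2 scale at 4 h and 3.10 at 12 h, the peak of both chemokines. It was thus above 0 h at that peak, as this explanation needs, but not above 4 h. From 4 h to 12 h Cxcl2 went from 8.33 to 21.8 CPM and Cxcl5 from 11.1 to 22.0. The neutrophil genes went both ways over this step, with Csf3r from 1.99 to 16.2 CPM and Retnlg from 8.33 to 3.56. The timing of the list therefore does not decide. Between 12 h and 2 d the neutrophil median went to 3.66 while Cxcl2 went from 21.8 to 7.03 CPM. Other cells as the origin were not tested.

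At 4 d most chemokines were near the 0 h level. Hair shaft genes stood at -4.35 relative to 0 h, above the values of the libraries from 1 h to 2 d and below 0 h. Undepilated skin under the 4 d label cannot be told apart from depilated skin by this value, since the 0 h library shows undepilated skin only in the hair cycle phase of its own mice. At 4 d the stressed keratinocyte median was 8.21 times the 0 h level, with 4 of the 6 genes at least 2-fold higher. Cxcl2 was at least 21.6-fold higher. Undepilated skin like that of 0 h would not show this, but 1 library does not settle it for mice in another phase. The blood list was lowest in this library as well, with a median of -1.16. A change of the skin by 4 d, or a difference between the mice, stays open and was not tested.

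Of the 9 genes past the threshold of the time-course test, 4 that were singled out after their values were seen, Ankrd1, Ankrd2, Mustn1 and Trim63, reached their highest level at 4 h or 12 h. At 12 h, Ankrd2 was at 434 CPM, and at 4 h, Mustn1 was at 881 and Trim63 at 957. Prg4 was at 543 at 12 h. The skeletal muscle list was highest at 1 h.

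The RNA of whole skin held few transcripts of the receptor of Cxcl13. Cxcr5 was at most 0.248 CPM, in the 1 h library. Of the receptors of Supplemental Table 1, Ccr1 rose from 0.496 CPM at 0 h to 30.4 at 2 d, Ccr2 from 3.49 to 43.3 and Cxcr2 from 0.517 to 55.3. Ackr4, the gene the paper calls CCR11, was between 6.96 at 2 d and 26.2 at 4 d. The median of the receptor list was highest at 2 d, at 2.54 on the log2 scale. The paper describes no injection of cells into the skin that was sequenced. These values thus do not concern the cultured cells in which the paper measured receptors.

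The highest median log2 ratio of the remaining lists was 1.49. The median log2 ratio of 11 apoptosis genes lay between -0.10 and 0.36, although the genes went both ways, with Fas at 5.48 CPM at 0 h and 31.6 at 1 h and Casp9 at 17.0 and 1.32. Of 7 T cell genes 2 were above 3 counts at 0 h, and the highest median log2 ratio was 1.105 at 2 d. Of 5 B cell genes 3 were, and the highest median was 1.49 at 6 d, with Ighm between 11.5 and 142 CPM. The median of 8 adipocyte genes lay between 0.25 at 4 d and 1.30 at 12 h. No gene is shared between the lists.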
